# Integrative analysis of the Pekin duck (*Anas anas*) MicroRNAome during feather follicle development

**DOI:** 10.1186/s12861-017-0153-1

**Published:** 2017-07-20

**Authors:** Xingyong Chen, Kai Ge, Min Wang, Cheng Zhang, Zhaoyu Geng

**Keywords:** Peking duck, MicroRNAome, Feather, Lipid synthesis and metabolism

## Abstract

**Background:**

The quality and yield of duck feathers are very important economic traits that might be controlled by miRNA regulation. The aim of the present study was to investigate the mechanism underlying the crosstalk between individual miRNAs and the activity of signaling pathways that control the growth of duck feathers during different periods. We therefore conducted a comprehensive investigation using Solexa sequencing technology on the Pekin duck microRNAome over six stages of feather development at days 11, 15, and 20 of embryonic development (during the hatching period), and at 1 day and 4 and 10 weeks posthatch.

**Results:**

There were a total of 354 known miRNAs and 129 novel candidate miRNAs found based on comparisons with known miRNAs in the *Gallus gallus* miRBase. The series of miRNAs related to feather follicle formation as summarized in the present study showed two expression patterns, with primary follicle developed during embryonic stage and secondary follicle developed mainly at early post hatch stage. Analysis of miRNA expression profiles identified 18 highly expressed miRNAs, which might be directly responsible for regulation of feather development. The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis suggested that in addition to Wnt and transforming growth factor (TGFβ) signaling pathways, which were widely reported in response to follicle formation, another group of signaling pathways that regulate lipid synthesis and metabolism, such as the phosphatidylinositol signaling system and glycerolipid metabolism and signaling, are also responsible for follicle formation.

**Conclusion:**

The highly expressed miRNAs provide a valuable reference for further investigation into the functional miRNAs important for feather development. Lipid synthesis and metabolism related signaling pathways might be responsible for lipid formation on the surface of feather, and should be paid much more attention for their relation to feather quality.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12861-017-0153-1) contains supplementary material, which is available to authorized users.

## Background

The structure of bird skin and feathers differ from that of similar structures in mammals [1]. Flight feathers and down feathers serve different functions, and the quality and yield of down feathers are very important economic traits [2]. The feathers of ducks are widely used for decoration and to line clothing, bedding, and so on [3]. Fast-growing Pekin ducks usually reach market weight around 35–40 d of age [4, 5], when the plumage is still far from maturity [6]. This inevitably reduces the value of the feathers at this stage. To maximize the economic potential of duck feathers, the diversity that is evident in feather morphology should be used as an advantage to gain deeper insight on the genomic and epigenetic levels. With recent advances in epigenetics, the present is the opportune time to develop our understanding of morphogen signals in feather follicles at the genomic level. Increasing evidence suggests that miRNAs serve as biological regulators that mediate gene expression [7].

Strands of miRNA exert observable impact on target genes of vertebrates and invertebrates and show hallmarks of incorporation into endogenous regulatory networks. Yuan et al. found 399 conserved miRNAs that played roles in the regulation of hair follicle cycling in cashmere goats (*Capra hircus*) [8]. The most highly expressed miRNA in that study was quite different from that observed in duck feather regeneration [9]. In addition, miRNA expression exhibits significant differences between embryonic stages and feather regeneration stages in the chicken and duck, respectfully. Bao et al. (2016) reported that 226 miRNA genes differentially expressed among three embryonic stages in the chicken in which 21 miRNAs targeted genes were feather related [10]. However, none of the differentially expressed miRNAs were found during feather regeneration in duck [9].

In our previous study, genes that regulated feather regeneration differed significantly from those associated with similar functions in mammals [11]. Thus, we assumed that feather development in avian species is regulated by miRNA, which might differ from that in mammalian skin and hair. Therefore, we selected skin samples of ducks from the early embryonic stages up until feathers were fully developed at 10 weeks of age. In addition, we investigated the miRNAome during feather development using Solexa sequencing. A better understanding of the complex mechanisms underlying feather development in ducks might be of benefit to the down feather industry and genes participating in the signaling pathways that regulate feather follicle formation might be used as candidate genes for molecular marker screening in the future.

## Methods

### Ethics statement

All animal procedures were performed in accordance with guidelines developed by the China Council on Animal, Care and protocols were approved by the Animal Care and Use Committee of Anhui Agricultural University, China.

### Sample preparation

From our previous study on follicle development in broilers and geese, we deduced that follicle formation in the duck starts around day 11 of embryonic development (11EM), progresses so that the body becomes lightly covered with feathers by day 15 (15EM), following which feathers completely cover the body at day 20 (20EM) [12]. A significant increase in secondary follicle growth has been observed post hatch [12]. After 4–5 weeks of age, changes have been observed in duckling feathers, which become fully mature feathers at 10 weeks of age [13].

White Pekin duck embryos (Anhui Taiyang Poultry Co. Ltd., China) of similar genetic background were selected at days 11, 15, and 20 of embryonic development (11EM, 15EM, and 20EM). Ducks were reared under normal conditions of light and temperature and had free access to food and water at Anhui Taiyang Poultry Co. Ltd., China. From 1 day to 10 weeks of age, ducks were fed with commercial diets that met all National Research Council requirements (NRC, 1994). Ducks were slaughtered by sectioning the neck 2–4 h after the last meal at three stages of development: 1 d, 4 and 10 weeks of age (1 DB, 4WK, and 10WK) post-hatch. For each stage, six skin samples collected from an area just above the second to third thoracic vertebrae were used for total RNA extraction. Each of these samples was immediately stored in a tube with 1 mL RNALater (Qiagen) and stored at −20 °C. Another six skin samples from the same area were stored immediately in vials containing 10% buffered formalin for 24 h and transferred to 70% ethanol for storage until embedding and processing. Tissue sections were laterally cut for Masson trichrome staining [12]. The analysis of the slides was performed according to Chen et al. [12].

### RNA isolation

Total RNA was extracted from the skin samples using a mirVanamiRNA Isolation Kit (Ambion, USA) according to Qin et al. (2013) [14]. The purified RNA yield was determined by the absorbance at 260 nm with an ND-2000 NanoDrop spectrophotometer (Thermo Fisher, USA), and RNA quality was evaluated with the BioAnalyzer 2100 system (Agilent Technologies, USA) that was done at Shanghai Biotechnology Corporation.

### Small RNA library preparation and deep sequencing

RNA smaller than 200 bp was enriched with the mirVanamiRNA isolation kit (Ambion). RNA was then precipitated with ethanol and dissolved in water. Small RNAs had linkers ligated to them and bar-coded cDNAs were prepared using a TruSeq Small RNA Sample Prep Kit (Illumina, USA) following the manufacturer’s instructions. Small RNA (1 μg) was ligated with adapters at the 3′ and 5′ ends. Adapter-ligated RNA was reverse-transcribed with SuperScript II Reverse Transcriptase (Invitrogen, USA), and then PCR-amplified (11 cycles). Individual libraries were analyzed on a BioAnalyzer (Agilent) for the presence of linked cDNA at the appropriate size (140–150 bp), as determined by the BioAnalyzer. The amplified cDNA constructs were then purified from agarose gel in preparation for sequencing analysis, which was conducted at the Shanghai Biotechnology Corporation, using the Illumina HiSeq 2500 System (Illumina, CA, USA) according to the manufacturer’s instructions.

### Bioinformatic analyses of sequencing data

The small RNA sequence reads were pre-processed using the FASTX-Toolkit [15], excluding low-quality reads (ambiguous N, quality <10 nucleotides [nt], and length < 18 nt) as well as the 3′ and 5′ adapters and poly (A) sequences. Further annotation analyses were performed using the commercial software CLC Genomic Workbench 5.5. The resulting clean reads were aligned against various databases, including ncRNA, piRNA, and Rfam, allowing a maximum mismatch of 2 nt to remove noncoding RNA, such as rRNA, tRNA, snRNA, and snoRNA. The remaining sequences were analyzed by a BLAST *Gallus gallus* search against the Sanger miRBase (version 21.0). Reads that did not match any of the databases mentioned above were marked as non-annotated. Non-annotated sequences were searched against the *Gallus gallus* genome using the miRCat program included in the sRNAToolkit (http://srna-workbench.cmp.uea.ac.uk/tools/analysis-tools/mircat/). Using default settings, 100 nt flanking each side of the genomic sequences were extracted for prediction of RNA secondary structure using RNAfold [16]. Only typical stem-loop hairpin structures with free energy lower than −20 kcal/mol were considered potential novel miRNAs. After the completion of all annotation steps, sequencing libraries were used for size distribution and saturation analysis. All sequence data have been submitted to the NCBI Sequence Read Archive (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE101542) under accession No. SRA073195.

### Identification of miRNA differential expression

We first normalized miRNA-sequence data from 18 libraries as transcripts per million (TPM). The followingnormalization formula was used:

Normalized expression = Actual miRNA count/Total count of clean reads × 1000,000. If the normalized expression of a given miRNA was zero, its expression value was modified to 0.01. Normalized sequence counts were used to perform a one-way ANOVA to determine significant differences. The expression ofa specific miRNA was considered significantly different if the *p*-value and False Discovery Rate (FDR) value were both less than 0.05. FDR indicates the expected proportion of false positives among the results deemed significant [17].

### Time series analysis

The Short Time-series Expression Miner (STEMv 1.1) program was used to cluster and visualize possible profiles and changes in expression over time (less than 8 time points) in differentially expressed (DE) miRNAs. The maximum unit change in model profiles between time points was adjusted to 1 and the maximum number of model profiles to 50. MicroRNA expression profiles were clustered according to correlation coefficients. Statistical significance of the number of genes assigned to each profile versus the numbers expected were computed by an algorithm and the default *p*-value was 1e-5 [18]. Statistically significant model profiles that were similar to each other were grouped together to form clusters of profiles.

### Prediction and analysis of miRNA target genes

As there is no appropriate database or method to predict duck miRNA target genes, miRanda version 3.1 (http://www.microrna.org/microrna/getMirnaForm) was used for target gene prediction. To completely assess functions of the differentially expressed miRNAs, we conducted gene ontology (GO) and KEGG pathway analyses enriched with predicted miRNA targets. The analyses were conducted using the fuzzy clustering algorithm” to reduce redundancy among functionally related pathways that share similar target genes. Terms with Benjamini-corrected enrichment *p* < 0.01 and FDR < 0.05 were considered. An association map was generated that summarizes the enriched pathways in a graphical representation of the relationships between terms based on the similarity of their target genes. All of the data analysis methods used in this experiment were the same as mentioned in Qin et al. [14] because we both performed the miRNA sequencing at Shanghai Biotechnology Corporation.

### MiRNA validation via stem-loop RT-PCR

Small RNAs (< 200 nt) were isolated using the mirVanamiRNA Isolation Kit (Ambion, USA) following the manufacturer’s instructions. Quantitative real-time PCR (qRT-PCR) was carried out as previously described in an ABI PRISM 7500 Fast Realtime PCR System (Ambion, USA), using the SYBR Premix Ex Taq™ Kit (TaKaRa, Japan) [19]. The reactions were carried out in a volume of 20 μL, containing 2 μL of diluted cDNA, 200 nM of each primer, and 16 μLPCR Master Mix under the following conditions: 95 °C for 30 s; 45 cycles at 95 °C for 5 s; 58 °C for 15 s; and 72 °C for 20 s. A thermal denaturing cycle then followed at 95 °C for 15 s and 60 °C for 1 min applied to determine the dissociation curves, which were used to verify the specificity of PCR amplifications. All reactions were run in triplicate for each sample. Ten miRNAs, including seven conserved and three novel miRNAs were validated, and 5.8S rRNA was selected as a reference gene for normalization (Additional file 1: Table S1). The experimental data was analyzed using the 2^-∆∆CT^method.

## Results

### Microscopic observation of follicle characters

At the early embryonic stage of 11EM, cell proliferation was detected to form feather bud at epithelium (Fig. 1a). At 15EM, the primary follicle formed from the epithelial layer, and also feather sheath filled in newly formed follicle (Fig. 1b). At 20EM, the follicle and feather sheath were closely linked together to form a single layer (Fig. 1c). After incubation, primary follicle formed and filled with pulp and vessel was detected in birds at 1 day old (Fig. 1d). At 4 weeks of age, epithelium thickens around the dermal papilla, and cell proliferation is high in the basal layer of the epithelium (Fig. 1e). At 10 weeks of age, the barbs and barbules keratinized and lack active barb ridge formation (Fig. 1f).

**Fig. 1:**
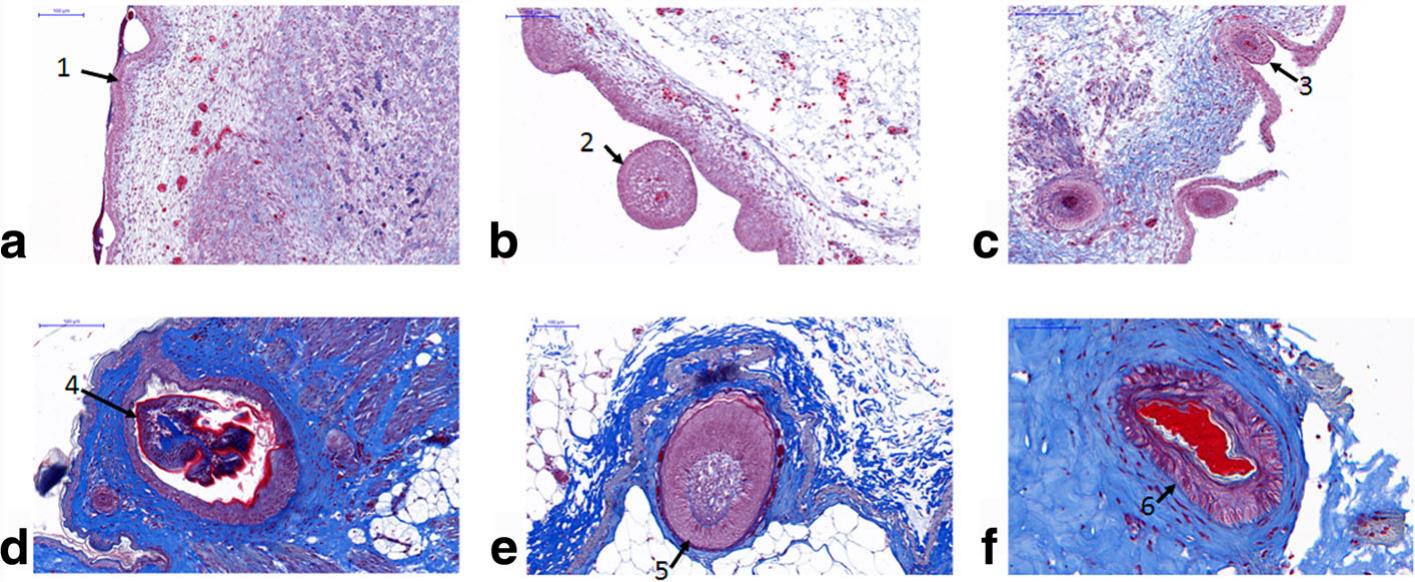
Masson trichrome staining of feather follicle. **a** 11EM; **b** 15EM; **c** 20EM; **d** 1 DB, **e** 4WK; **f** 10WK. 1. Cell proliferation to form the feather bud; 2. feather sheath; 3. a single layer of follicle; 4. pulp and vessel; 5. thickened epithelium; 6. keratinized barb ridge

### Overview of Solexa-sequencing of feather follicle small RNAs

There was a total of 18 libraries (three in each stage) representing six stages of feather development. 

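Small RNA from skin above the thoracic vertebrae of white Pekin ducks was sequenced before hatch at 11EM, 15EM and 20EM and after hatch at 1DB, 4WK and 10WK. The authors trimmed adapters and poly(A), removed low-quality reads and reads shorter than 18 nt, removed reads that matched other noncoding RNA with up to 2 mismatches, and matched the remaining reads to the chicken miRNAs of miRBase 21. The values they deposited are raw counts of reads on each mature arm of each chicken hairpin, without normalization. Of the 18 libraries, 17 were used here, 3 at each stage except 20EM, for which replicate 2 was not analysed here (n = 2). The counts of a mature miRNA made from several hairpins were added up, and a miRNA that a library does not list was given a count of 0. Between 3072942 and 15839714 reads per library were counted on miRNAs, with a median of 7606084. Counts are given as CPM, the count times 1000000 divided by the total of the counts on miRNAs in the library. The smallest amount a library can show, taken as 3 counts, was between 0.189 and 0.976 CPM. In Table S2, clean reads made up less than 96% of the raw reads in 12 of these libraries and more than 98% in 5, namely replicate 3 at 11EM, replicates 1 and 2 at 15EM, replicate 3 at 20EM and replicate 1 at 4WK. These groups are called run types here; all libraries of 1DB and 10WK are of the type under 96%, so that the run types cannot be compared within these stages.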

A total of 461,981,782 raw reads, and 443,133,642 clean reads after removing the adapters and discarding sequences either shorter than 17 nt or longer than 35 nt (Additional file 2: Table S2), were obtained from the 18 libraries. The clean distinct tags (unique sRNAs) in all samples ranged from 71.5–85.7% in each library; these tags were retained by clustering of similar reads and alignment to the *Gallus gallus* miRNA database (Additional file 2: Table S2). Furthermore, the number of new sequences observed for known small RNAs and duck miRNAs (found in the miRBase) reached a plateau when the number of sequenced reads was 17,000,000, suggesting that the library capacity approached saturation. 

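The saturation of the libraries was computed again from the counts on miRNAs, as the number of miRNAs expected to keep at least 1 count when part of a library's counts is drawn at random. With 10% of the counts, a median of 83.8% of the miRNAs detected in a library were expected to be detected (lowest 80.9%, highest 87.6% over 17 libraries). With 50% of the counts, the median was 95.7% (lowest 94.1%, highest 97.1%). The number of miRNAs with at least 1 count ranged from 243 in replicate 3 of 10WK, the library with the fewest counts, to 293 in replicate 3 of 11EM.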

Similar plots of the other 17 libraries are presented in Additional file 3: Figure S1 As to the sequences distribution of the small RNA, the most abundant size class was 22 nt, (50.34%), followed by 23 nt (17.08%), 21 nt (16.86%), and 24 nt (9.45%), in that order (Fig. 2a). All mapped clean reads were further annotated and classified by alignment against non-coding RNAs (ncRNAs) in the Rfam database and miRbase 21 in order to further assess the efficiency of Solexa sequencing for miRNA detection as exhibited in Fig. 2b. Except for the enriched miRNA sequence, there were also some other kinds of ncRNAs, such as rRNAs, tRNAs, mRNAs, snoRNAs, and other sRNAs that added the diversity of the Rfam database (Fig. 2b). The annotated small RNAs that can be matched to chicken miRNA (gga-miRNAs) accounted for 37.8% of the total sequence reads, and only 3.36% of unique sequence reads within the sequenced 18 libraries (Fig. 2c).

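In the 17 libraries used here, the counts on miRNAs added up to 34.3% of the clean reads given in Table S2. The share differed between libraries, from 11.5% in replicate 2 of 4WK to 64.5% in replicate 2 of 15EM. Its mean was 54.2% ± 12.6 (SD, n = 8 libraries) before hatch and 20.4% ± 6.61 (SD, n = 9) after hatch, a difference larger than the spread between libraries (exact permutation test, two-sided, p = 0.000123 over 24310 splits). The lowest share before hatch, 24.8% in replicate 3 of 20EM, was below the highest after hatch, 32.5% in replicate 3 of 1DB. Among the libraries with a clean-read percent under 96, the mean was 56.1% ± 4.76 (SD, n = 4) before hatch and 20.7% ± 7.02 (SD, n = 8) after hatch (exact permutation test, two-sided, p = 0.00202 over 495 splits). Among those with a clean-read percent over 98, the mean of the 4 libraries before hatch was 52.3% ± 18.5 (SD), and the single library after hatch had 18.3%, which leaves no test within that run type.

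**Figure D1:**
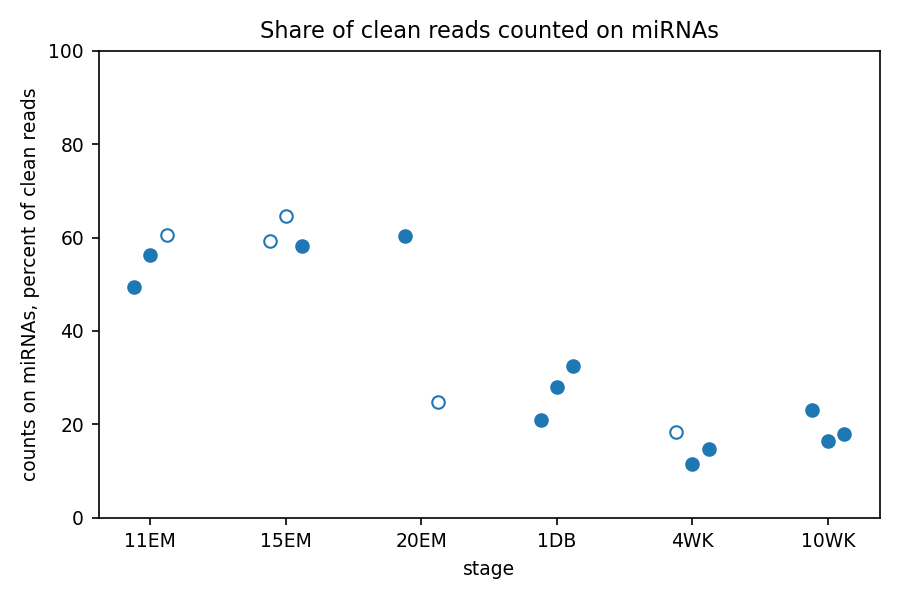
Counts on miRNAs as a percent of the clean reads of each library, by stage. Each point is a library, filled where the clean-read percent was under 96 and open where it was over 98; the open point at 20EM lies at 24.8%, apart from the other 7 libraries before hatch.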

**Fig. 2:**
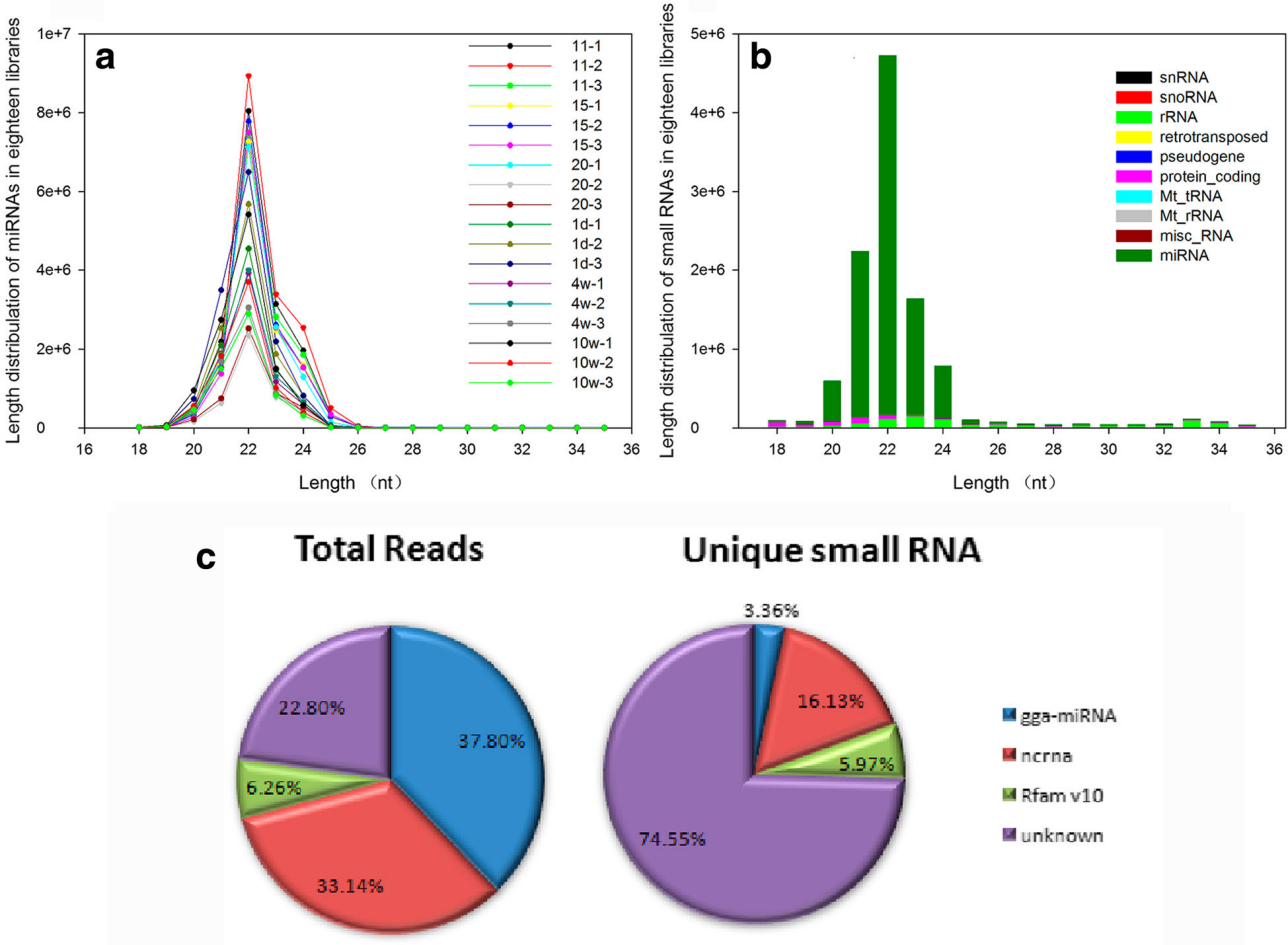
Basic analysis of sequenced data. **a**-**b** Sequence length distribution of known miRNAs (**a**) and small RNAs (**b**); **c** Count distribution of total reads (*left*) and unique small RNAs (*right*)

### Identification of potential novel miRNAs

To detect additional potential miRNAs, unannotated sequences within 18 to 35 nt were searched against chicken miRNA database and analyzed using the miRDeep software. Sequenced reads that did not match any known ncRNA, piRNA, and miRNAs from the Rfam database, and had typical stem-loop hairpin structures with free energy lower than −20 Kcal/mol were considered potential novel miRNA. There were totally 129 candidate novel miRNAs were predicted based on novel miRNA identification criterion and then named as gga-miR-new-N (1–129) (Additional file 4: Table S3). The most frequent sequence length was 18 nt (27.9%), followed by those that measured 22 nt (17.1%), 19 and 20 nt (15.5% in each), and 23 nt (9.3%).

### Expression analysis of miRNAs and miRNA families in duck feather development

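Counts above 0 were found for 353 mature miRNAs with different names in the 17 libraries used here. Of these, 212 were detected in every library and 28 in a single library. A library held between 243 and 293 of them, with a median of 268. With at least 10 counts in a library required for detection, the number was 265, the largest change among the alternatives tried.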

A total of 354 miRNAs were identified in duck feather follicles (Additional file 5: Table S4). All miRNAs were expressed at varying levels, ranging from 1 to more than 100,000,000 reads. 

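Added up over the 17 libraries, the counts of a miRNA ranged from a single count, found for 25 miRNAs, to 20611132 for miR-10b-5p. The median total was 2170 counts.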

Mullokandov et al. (2012) developed a Sensor-seq to show that over 60% of detected miRNAs had no discernible activity and only the most highly expressed miRNAs in a cell mediate target suppression [20]. From the normalized miRNAs reads, there were 296 miRNAs with mean expression values below 1000 Transcript Per Million (TPM) (243 below 100 and 53 between 100 to 1000); these miRNAs account for almost 83.6% of the total number of miRNAs (68.6% and 15.0%, respectively) within the 18 libraries (Additional file 5: Table S4). 

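From the mean CPM over the 17 libraries, 234 miRNAs (66.3% of those with any count) were below 100, of which 120 were below 1, and 55 (15.6%) were between 100 and 1000. When the classes were counted in each library and then averaged, 241 ± 4.00 miRNAs (SD, n = 17 libraries) were below 100 and 53.3 ± 4.07 were between 100 and 1000. Requiring at least 10 counts in a library changed the number below 100 the most, to 146 miRNAs.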

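The mean CPM over the 17 libraries was above 1000 for 64 miRNAs (18.1% of those with any count), above 10000 for 20 (5.67%) and above 100000 for 2, miR-10b-5p and miR-10a-5p. The 19 miRNAs with the highest means held 82.0% of the counts. Counted in each library on its own, 58.4 ± 3.50 miRNAs (SD, n = 17 libraries) were above 1000 and 19.7 ± 1.26 were above 10000, and the 19 highest of each library held 83.6% ± 1.58 of its counts (lowest 80.3%, highest 85.3%). With clean reads in place of the counts on miRNAs as the denominator, 38 miRNAs were above 1000 and 9 above 10000, and the 19 highest held 29.7% of the clean reads.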

The mean number of miRNAs with expression values over 1000 TPM was 58 (16.4%), among which 19 miRNAs (5.4%) expressed over 10,000 TPM, and two miRNAs expressed over 100,000 TPM, and the 19 top most expressed miRNAs accounted for 82.5% of the total unique miRNAs (Additional file 6: Figure S2 and Additional file 7: Table S5).

From the 129 novel miRNAs detected in 18 libraries, the total reads were at a relatively low level. There were 100 novel miRNAs expressed less than 100 times, and 17 were at 100–1000 TPM (of which four were sequenced more than 500 times), 12 were at 1000–10,000 times, and only gga-mir-new-12 was sequenced more than 10,000 times (Additional file 4: Table S3).

### Identification of differentially expressed miRNAs at different developmental stages

MicroRNA with high expression in a certain developmental stage might play important roles in regulating the biological processes. Thus, we compared the differentially expressed (DE) miRNA between two successive selected sequencing stages of the 354 mature miRNAs. 

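Stages were compared with edgeR's quasi-likelihood test on the raw counts, with TMM normalization and a single fit of the 6 stages over the 17 libraries. The test covered the 252 miRNAs with at least 1 CPM in at least 2 libraries. A miRNA was called DE at a Benjamini-Hochberg adjusted p under 0.05 within its comparison and a fold change of at least 2; all tests were two-sided. The spread between replicates was estimated over all stages and miRNAs, since 3 libraries against 3 cannot give an exact permutation p below 0.1 for a single miRNA. Within a stage, the median absolute log2 difference between replicate libraries of the same run type was 0.20 (9 pairs, lowest 0.15, highest 0.28), and between replicates of different run types 0.27 (7 pairs, lowest 0.23, highest 0.35).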

In total, 205 DE miRNAs (fold change ≥2; *p* < 0.05) were identified during feather formation, and 91 DE miRNAs were identified with a *p* < 0.01 (Table 1). 

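Of the 252 miRNAs tested, 72 were called DE from 11EM to 15EM (32 up-regulated and 40 down-regulated), 35 from 15EM to 20EM (10 up and 25 down), 72 from 20EM to 1DB (29 up and 43 down), 56 from 1DB to 4WK (36 up and 20 down) and 3 from 4WK to 10WK (1 up and 2 down). The 5 comparisons gave 238 calls on 145 different miRNAs, 66 of which were called in at least 2 comparisons. With an absolute log2 fold change over 2 required, the alternative that moved the first 4 numbers most, they were 29, 6, 29 and 21. With the replicate number as a block, 70, 30, 69, 53 and 2 miRNAs were called; the residuals of libraries with the same replicate number had a mean correlation of -0.036 across 182 miRNAs (40 pairs), against 0.0175 for libraries with different numbers (80 pairs). With run type as a covariate, 66, 35, 73, 57 and 3 were called. From 11EM to 15EM, the balance of up and down calls depended on the setting. It was 36 up and 31 down when scaled by library totals only, and 40 and 29 without replicate 3 of 11EM. It was 32 and 38 with the replicate block, and 32 and 34 with run type as a covariate. The largest changes from 11EM to 15EM among DE miRNAs with at least 10 CPM and no overlap between the replicates of the stages were a fall of miR-490-3p from 92.9 ± 49.6 to 1.60 ± 0.341 CPM (SD, n = 3 and 3; log2 fold change -5.94, SE 0.52, adjusted p = 8.1e-07), a rise of miR-203a from 489 ± 249.9 to 19557 ± 5261 (5.24, SE 0.41, adjusted p = 3.3e-07) and a fall of miR-499-3p from 114 ± 69.2 to 3.59 ± 3.56 (-5.13, SE 0.67, adjusted p = 3.1e-05). From 15EM to 20EM they were a rise of miR-449c-5p to 225 ± 149 (SD, n = 2; 3.23, SE 0.94, adjusted p = 0.0241, and 0.0768 without replicate 3 of 15EM), a rise of miR-490-3p to 13.7 ± 2.48 (3.10, SE 0.50, adjusted p = 0.00150) and a fall of miR-18b-3p from 32.5 ± 11.4 to 6.54 ± 0.420 (-2.30, SE 0.62, adjusted p = 0.0175). From 20EM to 1DB, miR-449c-5p fell to 8.46 ± 4.05 (-4.50, SE 1.00, adjusted p = 0.00233), miR-31-3p fell from 13.9 ± 0.0976 to 0.746 ± 0.163 (-3.93, SE 0.47, adjusted p = 3.0e-05) and miR-184-3p rose from 44.4 ± 16.1 to 369 ± 94.8 (3.30, SE 0.67, adjusted p = 0.00141). From 1DB to 4WK, miR-31-3p rose to 35.7 ± 9.54 (5.41, SE 0.46, adjusted p = 1.0e-06), miR-31-5p rose from 201 ± 31.2 to 3871 ± 481 (4.15, SE 0.29, adjusted p = 1.3e-07) and miR-383-5p fell from 20.0 ± 7.33 to 1.51 ± 1.24 (-3.92, SE 0.55, adjusted p = 8.8e-05). The other arm of miR-499, miR-499-5p, was listed as a muscle miRNA and went from a mean of 1361 CPM at 11EM to 53.8 at 15EM. The fall of miR-499-3p may therefore include a difference in the amount of muscle sampled.

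**Figure D2:**
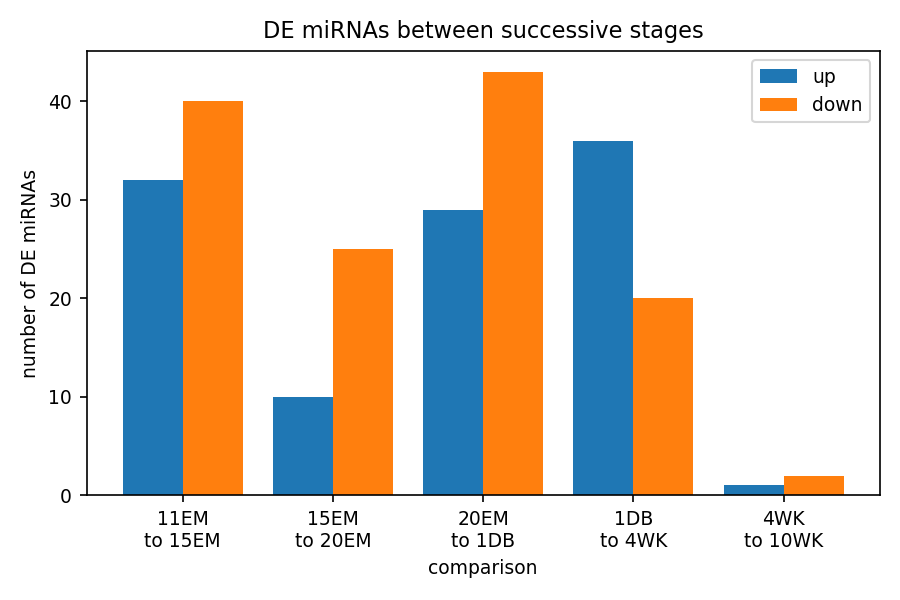
Number of DE miRNAs in each comparison of successive stages, up-regulated and down-regulated, at an adjusted p under 0.05 and a fold change of at least 2. The bars reach 43 from 20EM to 1DB and stay at 2 or below from 4WK to 10WK.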

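At an unadjusted p under 0.01 and a fold change of at least 2, the same edgeR test called 61 miRNAs from 11EM to 15EM, 35 from 15EM to 20EM and 64 from 20EM to 1DB, or 160 calls on 115 different miRNAs over these 3 comparisons. From 1DB to 4WK it called 54 (35 up-regulated and 19 down-regulated), and from 4WK to 10WK 11 (2 up and 9 down). The 5 comparisons added up to 225 calls on 134 different miRNAs.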

There were 73 DE miRNAs (*p* < 0.01) during incubation period, and there were 18 DE miRNA were detected before 4WK (*p* < 0.01) and no DE miRNA detected between 4WK and 10WK (*p* < 0.01).

**Table 1:** Numbers of differentially expressed miRNAs between libraries

Numbers of differentially expressed miRNAs						
Comparison between adjacent libraries	Total DE miRNAs		Total DE miRNAs-up		Total DE miRNAs-down	
	0.01	0.05	0.01	0.05	0.01	0.05
EM11/EM15	24	54	18	33	6	21
EM15/EM20	18	37	2	7	16	30
EM20/1 DB	31	73	13	27	18	47
1 DB/4WK	18	39	12	23	6	16
4WK/10WK	0	2	0	1	0	1

*DE* Differentially expressed (*p* < 0.05 or *p* < 0.01, log2 fold change >2); up, up-regulation; down, down-regulation

From the heatmap generated (Fig. 3), we can first divide genes into two major groups with the bottom (larger) group separated into two groups. Therefore, the genes could be divided into three groups. In groups 1 and 3, a cluster of genes was highly expressed from the period of embryonic development until day 20 of incubation, with low expression during the period of growth from day one to 10 weeks of age. In addition, another group of genes inversely related to groups 1 and 3, showed low expression during incubation and high expression during periods of growth. 

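The mean of 11EM, 15EM and 20EM was tested against the mean of 1DB, 4WK and 10WK in the same edgeR fit. At an adjusted p under 0.05 and a fold change of at least 2, 74 of the 252 miRNAs were higher before hatch, with a median log2 fold change after hatch of -2.18. For 42 of them, every library before hatch (n = 8) lay above every library after hatch (n = 9). Together they took 9.16% ± 2.15 of the counts of a library before hatch and 1.71% ± 0.582 after hatch (SD). Relative to their mean over the stages, their median log2 level was 1.09 at 11EM, 1.13 at 15EM, 0.39 at 20EM, -0.62 at 1DB, -0.80 at 4WK and -1.19 at 10WK. Of the 74, 31 were also called down-regulated from 20EM to 1DB. With run type as a covariate, 120 miRNAs differed between the periods in either direction, 118 of them among the 127 called without it. With an absolute log2 fold change over 2 required, the alternative that moved this number most, 70 differed.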

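In the same test, 53 miRNAs were higher after hatch, with a median log2 fold change of 2.12. Every library after hatch lay above every library before hatch for 25 of them. They took 7.98% ± 1.34 of the counts of a library before hatch (SD, n = 8) and 18.6% ± 5.71 after hatch (SD, n = 9). Their median log2 level relative to the mean over the stages rose from -1.13 at 11EM and -1.09 at 15EM to -0.52 at 20EM, 0.51 at 1DB, 1.05 at 4WK and 1.06 at 10WK. Of the 53, 23 were also called up-regulated from 20EM to 1DB. The fold changes between the periods are relative to the miRNAs of a library as a whole. This whole took a mean of 54.2% of the clean reads before hatch and 20.4% after hatch. No fit was scaled by clean reads, so the smaller rises after hatch may not hold per clean read.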

In the present study, STEM (Short Time-series Expression Miner) was used to cluster and visualize possible changes in the profiles of DE miRNAs at six time points of feather development. A total of 133 of the 205 DE miRNAs (64.9%) (Additional file 8: Table S6) were observed during feather formation. These miRNAs were significantly clustered into five expression patterns (Fig. 4, the default *p*-value was 1e-4). Out of 80 possible clusters, the miRNA expression profiles of three were found to be significant; these are presented in Fig. 4. The cardinality of each cluster ranged from 13 DE miRNAs in cluster #26, to 55 in cluster #0 (Additional file 9: Table S7). Visual examination of these clusters suggested that up- and down-regulated DE miRNAs originated from the EM15 time point. 

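Cluster #26 in Table S7 lists 13 DE miRNAs, all with counts in the libraries used here and 4 with a mean under 10 CPM. From the log2 of the stage mean of TMM-normalized CPM plus a pseudocount of 1, their median change from 11EM was -1.13 at 15EM (quartiles -1.39 and -0.34), -0.23 at 20EM, 0.85 at 1DB, 0.76 at 4WK and 1.12 at 10WK. The lowest stage was 15EM for 12 of the 13, and the highest was 1DB for 4. In the edgeR test, 7 of them were called down-regulated from 11EM to 15EM and 7 up-regulated from 20EM to 1DB.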

In cluster #26, DE miRNAs were first down-regulated and then up-regulated at EM15, then reached a peak at the 1 DB time point. 

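The 55 DE miRNAs listed for cluster #0 had a median change in log2 CPM from 11EM of -0.16 at 15EM (quartiles -0.52 and 0.08), -0.86 at 20EM, -1.57 at 1DB, -2.0 at 4WK and -2.56 at 10WK (quartiles -3.56 and -1.62). From 20EM on, all 55 were below their level at 11EM. At 15EM, 32 were below and 23 above it, and 21 fell at every step from 11EM to 1DB. After 1DB, 12 of the 55 were called down-regulated from 1DB to 4WK and 1 from 4WK to 10WK. A mean under 10 CPM was found for 11 of them.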

In cluster #0, DE miRNAs showed a gradual decrease and remained stable at the 1 DB time point. In cluster #72, DE miRNAs exhibited a slight, gradual increase. These findings might again suggest that primary follicle formation is almost completed before birth. Thus, we compared the expression patterns of genes from 11EM to 20EM, as well as from 1 day to 10 weeks of age using STEM. 

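Table S7 does not give the cluster's number for any list. The list matched by the course drawn in Fig. 4f holds 17 DE miRNAs, all lowest at 11EM and above it at every later stage. Their median change in log2 CPM from 11EM was 1.66 at 15EM (quartiles 0.74 and 2.32), 1.35 at 20EM, 1.20 at 1DB, 1.58 at 4WK and 1.44 at 10WK. Of the 17, 10 were called up-regulated from 11EM to 15EM and 1 from 1DB to 4WK, and 1 was called down-regulated from 20EM to 1DB.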

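An edgeR quasi-likelihood F test over the stages of each period, at an adjusted p under 0.05 and with no fold change required, was run on the 252 miRNAs in the fit of all 17 libraries. Over 11EM, 15EM, 20EM and 1DB, 201 miRNAs differed between stages, of which 26 fell and 25 rose at every step. The highest stage was 11EM for 59 of them, 15EM for 61, 20EM for 19 and 1DB for 62. Over 11EM, 15EM and 20EM alone, 153 differed, the alternative that moved this number most. Over 1DB, 4WK and 10WK, 99 miRNAs differed, of which 32 fell and 13 rose at both steps. With run type as a covariate, 195 differed in the first period and 93 in the second. Over all 6 stages, 214 differed.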

A total of 83 out of 291 DE miRNAs observed from 11EM to 20EM were significantly clustered into four expression patterns (Fig. 5), whereas 28 out of 165 DE miRNAs observed from 1 day to 10 weeks were significantly clustered into a single expression pattern (Fig. 5).

**Fig. 3:**
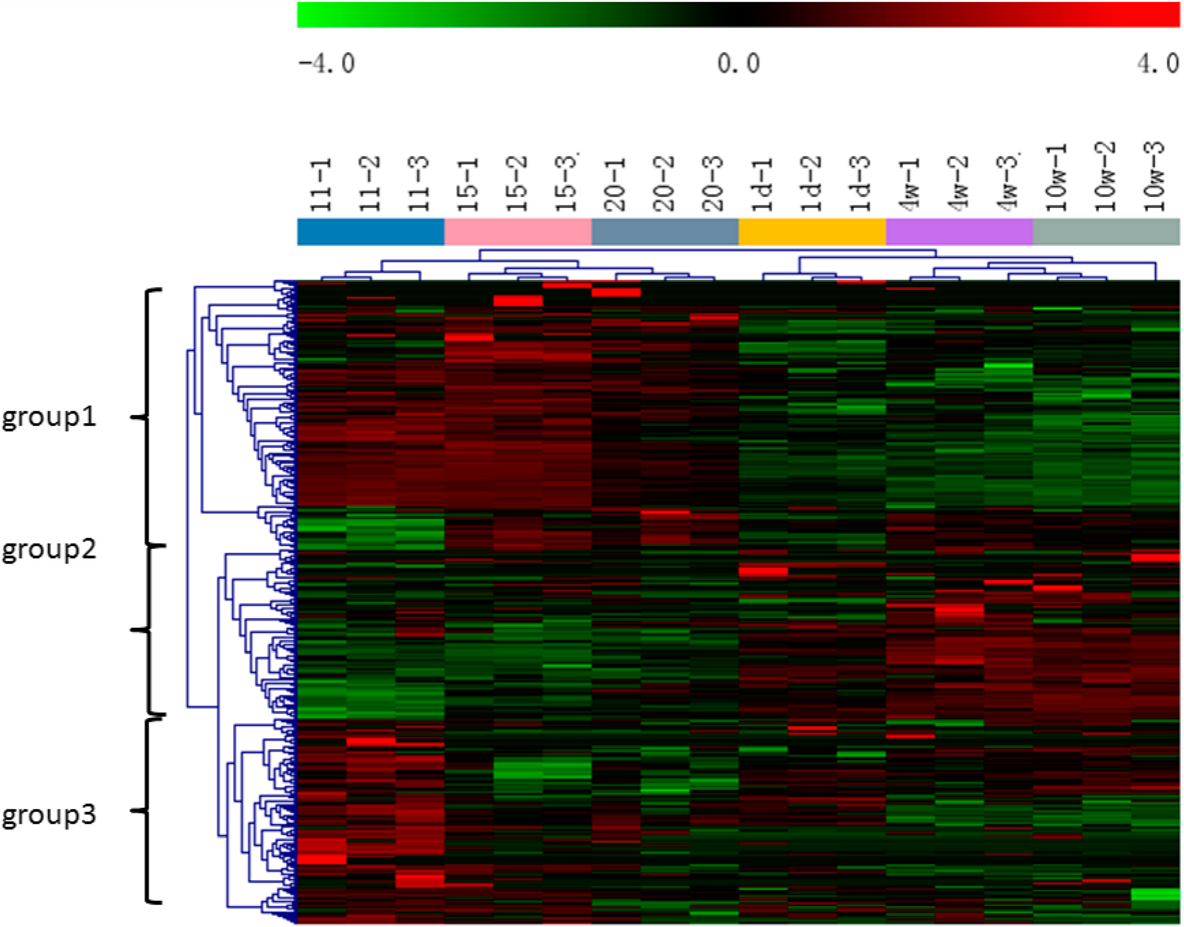
Heatmap visualization of miRNA with significant expression variance in response to different stages of feather follicle development. Samples are represented in the column, miRNAs are represented in rows, and the color scale on top illustrates the relative expression levels of indicated miRNA across all samples: *red* denotes expression >0 and *green* denotes expression <0

**Fig. 4:**
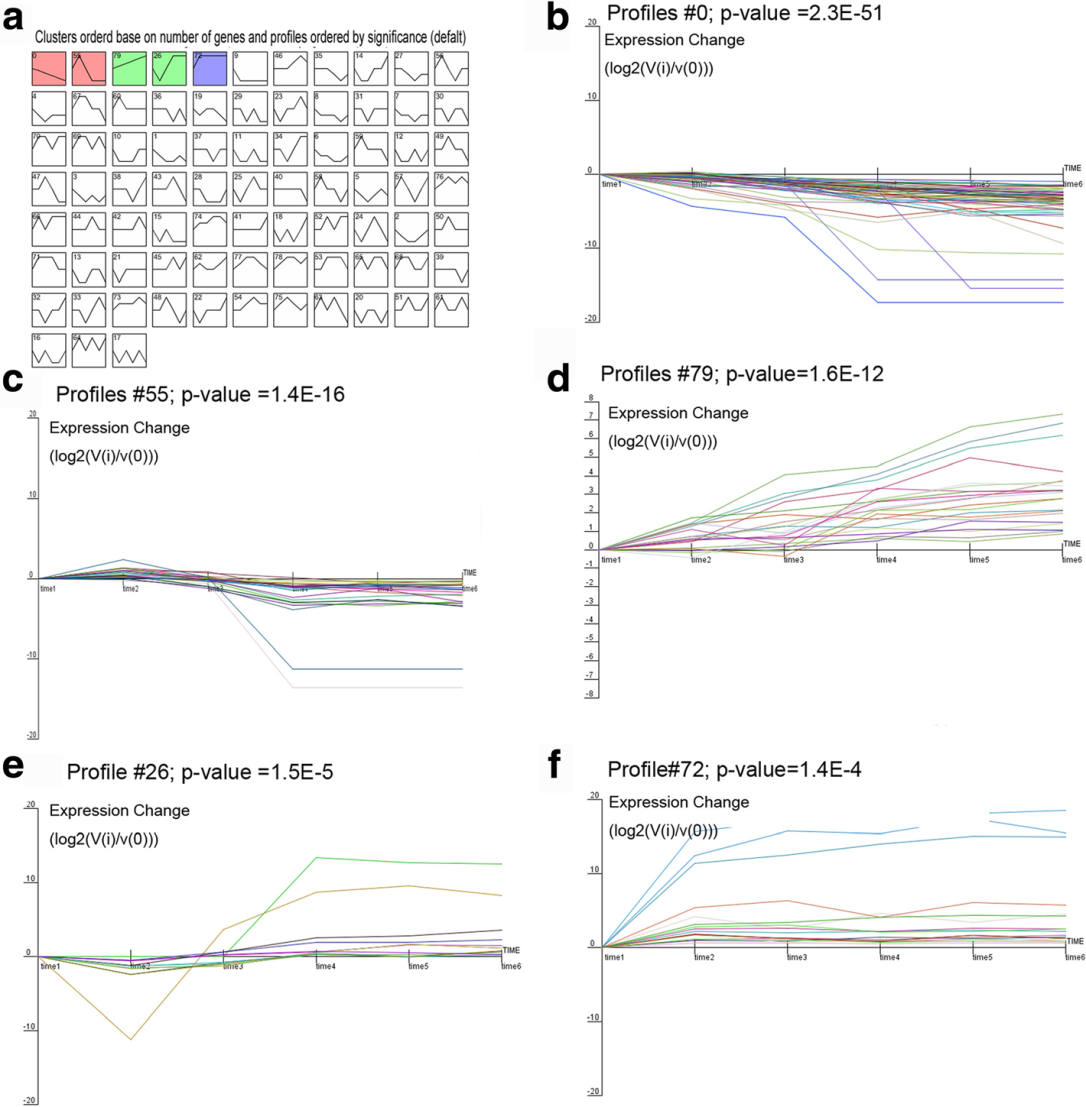
Clustering of miRNA expression profiles over the entire experimental period. Each box corresponded to a model of expression profile and only colored profiles reached statistical significance were listed. **a** The total clustering of miRNA into each expression profile, and five colored profiles were listed as profile #0 (**b**), profile #55 (**c**), profile #79 (**d**), profile #26 (**e**), and profile #72 (**f**)

**Fig. 5:**
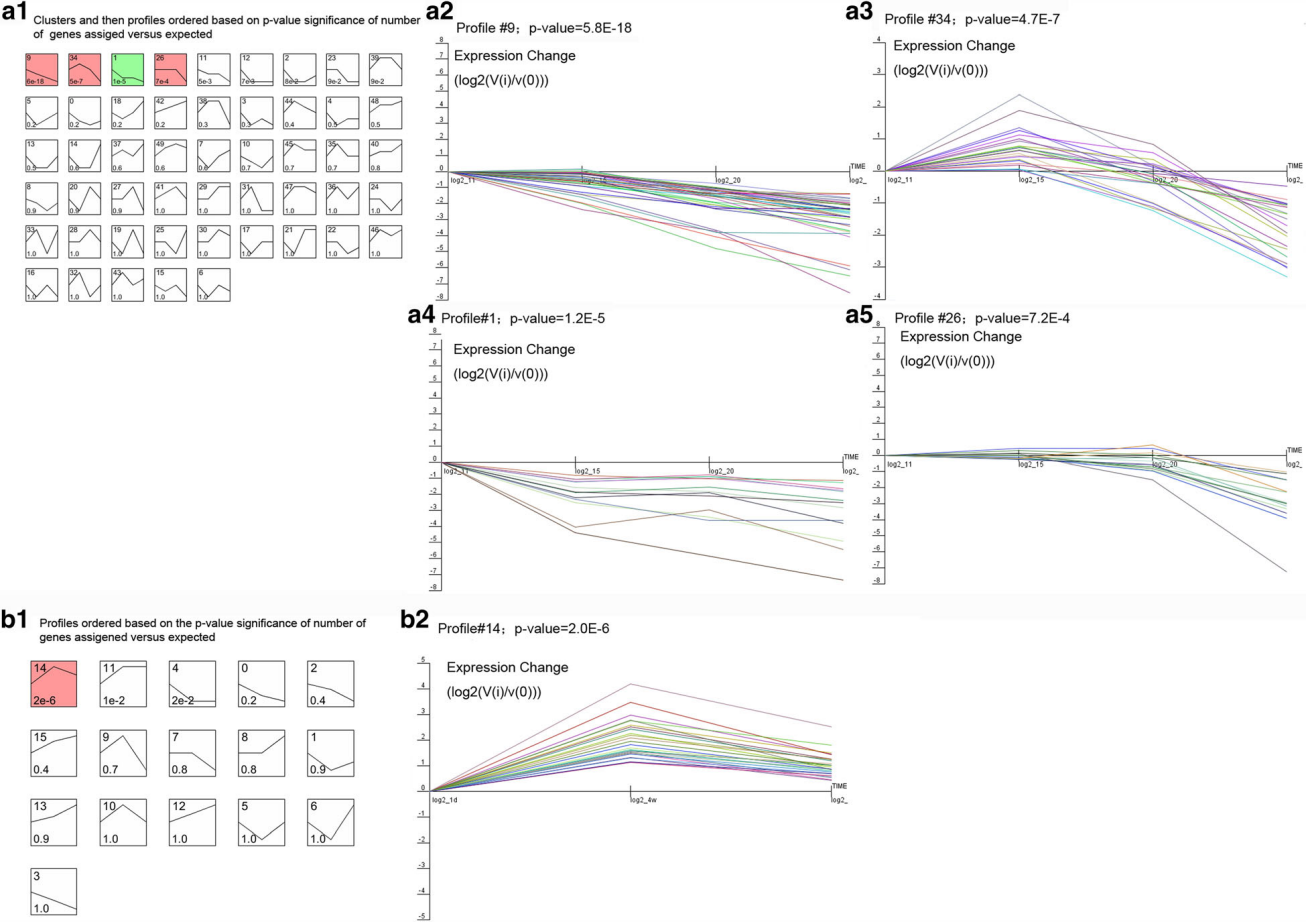
Clustering of miRNA expression profiles during two stages of feather follicle development. During the first stage (11EM to 1 DB), there were four profiles (profile #9, profile #34, profile #1, and profile #26) found statistically significant as shown in A2, A3, A4, and A5, respectively. In the second stage (1 DB to 10WK), only one profile (profile #14) was found statistically significant expression as shown in B2

### MicroRNA target predictions and KEGG Orthology analysis

The miRanda version 3.1 was used to predict the target genes of the identified miRNAs. In this analysis, only the 18 most abundant miRNAs (excluding the let-1 family, which is ubiquitously expressed, but including miR-140) were used for target gene prediction and a total of 1253 genes were detected and then subjected for KEGG Orthology analysis (Additional file 10: Table S8). There were 32 significantly enriched pathways selected according to *p* value (*p* < 0.05) (Fig. 6). The highly expressed miRNAs were involved in regulation of the actin cytoskeleton, focal adhesion, ubiquitin-mediated proteolysis, and MAPK, ErbB, mTOR, Wnt, Notch, and TGF-β signaling pathways, in which Wnt, Notch, and TGF-β are closely related to feather formation and regeneration [21–23]. In addition, some pathways related to lipid metabolism, such as phosphatidylinositol, O-glycan biosynthesis, inositol phosphate, and glycerophospholipid metabolism, were actively regulated by miRNAs in skin tissue. These findings could be attributed to the fact that lipids cover the surfaces of waterfowl feathers, thereby conferring water-repellent properties.

**Fig. 6:**
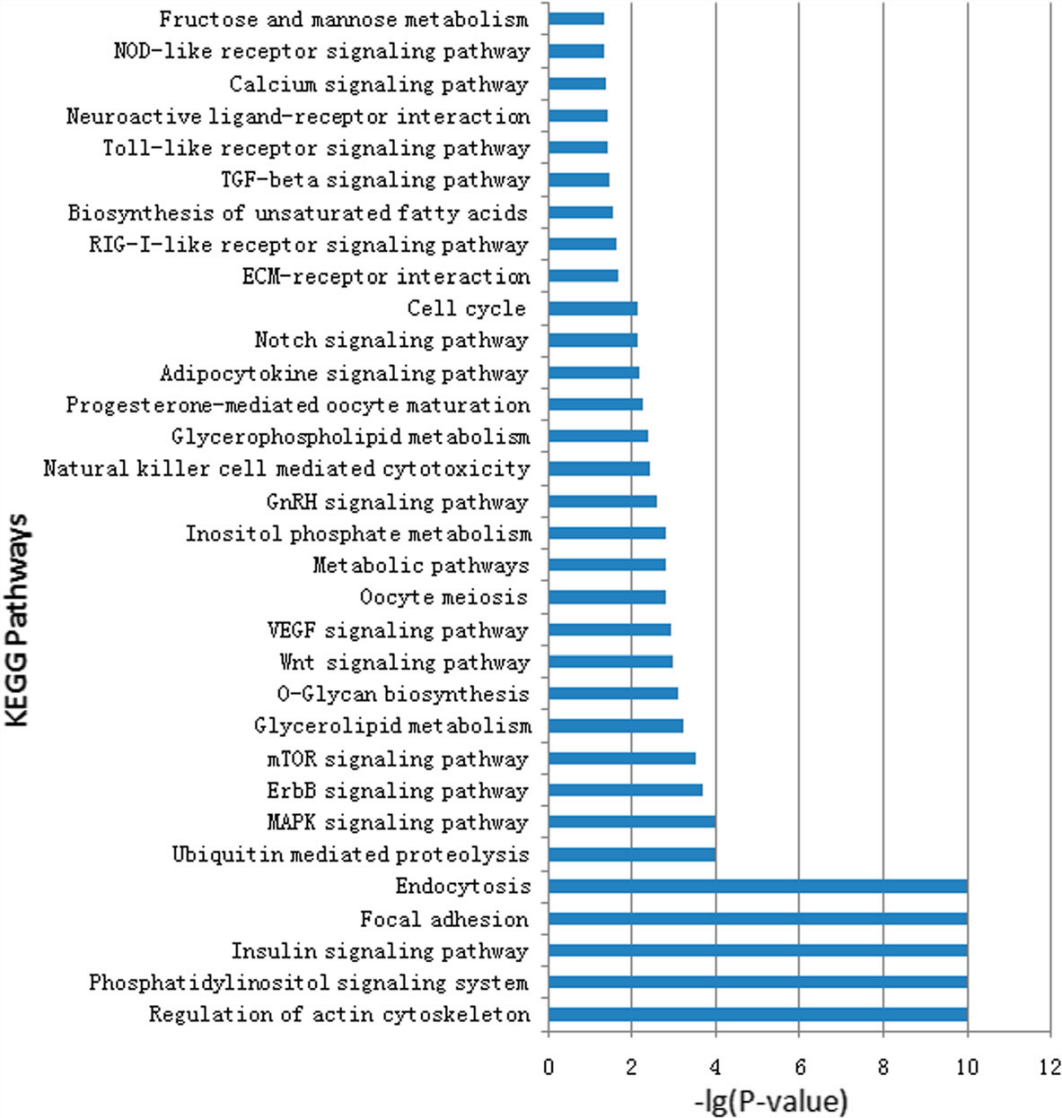
KEGG Orthology analysis of the most abundant miRNAs. Significantly enriched KEGG pathways (32) were identified using the target genes of the 18 most abundant miRNAs in 18 libraries

### Validation of sequencing data

To verify Solexa sequencing data, seven miRNAs in known databases and three from novel miRNAs with varying expression levels were selected. QRT-PCR was conducted for all developmental stages. Stem-loop RT-PCR primers are presented in Additional file 1: Table S1. The Pearson’s correlation coefficients (r-values) of real-time PCR and Solexa sequencing were calculated as −0.190 and −0.581, respectively. The other eight r-values ranged from 0.368–0.999, indicating high consistency with previous results (Fig. 7).

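The sequencing values of the 7 known miRNAs chosen for qRT-PCR are given here in CPM; the qRT-PCR values were not used here. The mean of let-7f-5p was lowest at 11EM, 12576 ± 1911 (SD, n = 3), and highest at 15EM, 26677 ± 3672. Its log2 fold change between the periods before and after hatch was 0.26 (SE 0.10, adjusted p = 0.0248 from edgeR) and 0.06 when scaled by library totals only (adjusted p = 0.565). The mean of miR-126-5p ranged from 10488 ± 1264 at 15EM to 23504 ± 1490 at 1DB, that of miR-140-3p from 3435 ± 96.3 at 15EM to 12472 ± 411 at 1DB, and that of miR-21-5p from 9605 ± 555 at 15EM to 51876 ± 14261 at 4WK. The mean of miR-130a-5p fell from 170.2 ± 41.4 at 15EM to 11.0 ± 4.51 at 4WK, with a log2 fold change of -2.76 between the periods (SE 0.22, adjusted p = 2.4e-08). The mean of miR-206 was 833 ± 311 at 11EM and 79.8 ± 136 at 15EM, where the SD exceeds the mean, and 0.466 ± 0.532 at 10WK, where no library had more than 4 counts. Its log2 fold change between the periods was -7.79 (SE 1.27, adjusted p = 5.1e-05). Within stages, the deviations of 7 muscle miRNAs, miR-206 among them, had a mean pairwise correlation of 0.706. The mean of miR-24-5p was 1.45 ± 0.817 at 11EM and 3.79 ± 1.61 at 10WK, with a log2 fold change of 0.86 between the periods (SE 0.24, adjusted p = 0.00514). For the r-values in Fig. 7 other than the negative ones, the paper states a high consistency with previous results.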

**Fig. 7:**
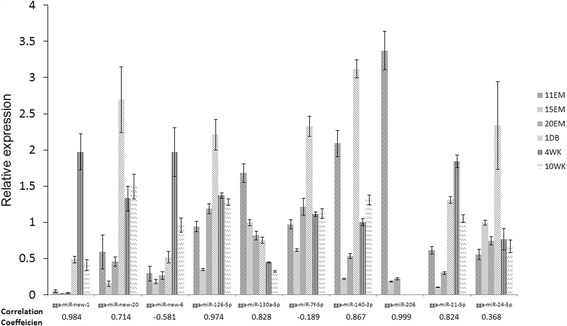
Expression profiles of candidate miRNAs during feather development and correlations with Solexa sequencing results

## Discussion

### Time points selection for miRNA libraries construction

Some miRNAs are involved in the development of hair follicles and skin, and are related to hair follicle cycles in mammals [8, 24, 25]. However, there have been few studies on poultry miRNAs and their relation to the development of feather growth. Avian skin and feathers are very different from mammalian skin and hair, because of the differences in function (despite similarities in structure) between flight and down feathers. Zhang et al. detected 96 miRNAs in duck skin during feather regeneration at 8 weeks of age [9]. However, feather growth might already have been initiated during the early embryonic stages. Thus, we chose the six time points to elucidate the miRNA expression profiles of duck feather formation in this experiment.

### MicroRNA database is reliable for analysis of miRNA expression profiles during duck feather growth

We identified 354 known gga-miRNAs and 129 potential novel miRNAs between the embryonic stages and 10 weeks of age. In viewing the sequenced reads, the libraries capacity approached saturation demonstrated that the deep sequencing data were able to represent the miRNA transcriptome profiles of duck feather growth. Among the annotated small RNAs, only one third were matched to chicken miRNA, suggesting that the miRNAs including very richful diversities, and the aforementioned results promote confidence in the deep sequencing data and the present data are reliable for analysis of miRNA expression profiles.

### The highly expressed miRNA were mostly related to regulation of cell cycle

Skin development is governed by complex processes of gene activation and silencing, and entails miRNA-dependent modulation of gene expression. Many miRNAs that regulate hair follicle formation are also involved in the regulation and development of cancer and skin diseases in mice and humans, mainly because they regulate cell cycles. MiR-214 regulates skin morphogenesis and hair follicle cycling by targeting β-catenin [26, 27]. It can also be expressed in several human tumors, such as those of ovarian cancer and breast cancer, by targeting Bim to promote cell proliferation. However, few studies have focused on feather formation in birds, let alone in waterfowl.

There were only 19 miRNAs expressed over 10,000 TPM suggested that the majority of abundantly expressed miRNAs were fewer in number. We also found that more than half of the 19 miRNAs were related to regulation of the cell cycle. The most abundant miRNAs were gga-miR-10a and gga-miR-10b, which represented more than 2,000,000 TPM within 18 libraries. 

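Over the 17 libraries used here, miR-10b-5p had the highest mean, 141198 ± 29277 CPM (SD), followed by miR-10a-5p with 120114 ± 38697. The sums of their CPM over these libraries were 2400360 and 2041930. Together they took 26.1% ± 2.65 of the counts of a library (SD, lowest 21.6%, highest 31.3%). In 6 of the 17 libraries miR-10a-5p was above miR-10b-5p. The mean log2 ratio of miR-10a-5p to miR-10b-5p was 0.02 ± 1.31 at 11EM, -0.93 ± 0.26 at 15EM, -0.98 ± 0.31 at 20EM, -0.11 ± 0.20 at 1DB, -0.31 ± 0.25 at 4WK and 0.43 ± 0.26 at 10WK (SD, n = 3 and 2 at 20EM). The replicates at 11EM differed widely: miR-10a-5p had 214991 CPM in replicate 1 (95% Wilson interval 214773 to 215210), 137913 in replicate 2 (137743 to 138083) and 75325 in replicate 3 (75181 to 75470), the single one with a clean-read percent over 98. The intervals, and the smallest amounts given per library, cover counting error only, since PCR reads are not independent molecules. From 11EM to 15EM the log2 fold change was -0.90 for miR-10a-5p (SE 0.30, adjusted p = 0.0239 from edgeR, and 0.0544 with run type as a covariate) and 0.08 for miR-10b-5p (SE 0.21, adjusted p = 0.779). Between the periods before and after hatch it was 0.54 for miR-10a-5p (SE 0.18, adjusted p = 0.0128, and 0.0610 with run type as a covariate) and -0.06 for miR-10b-5p (SE 0.13, adjusted p = 0.679, with the sign reversed under several alternatives).

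**Figure D3:**
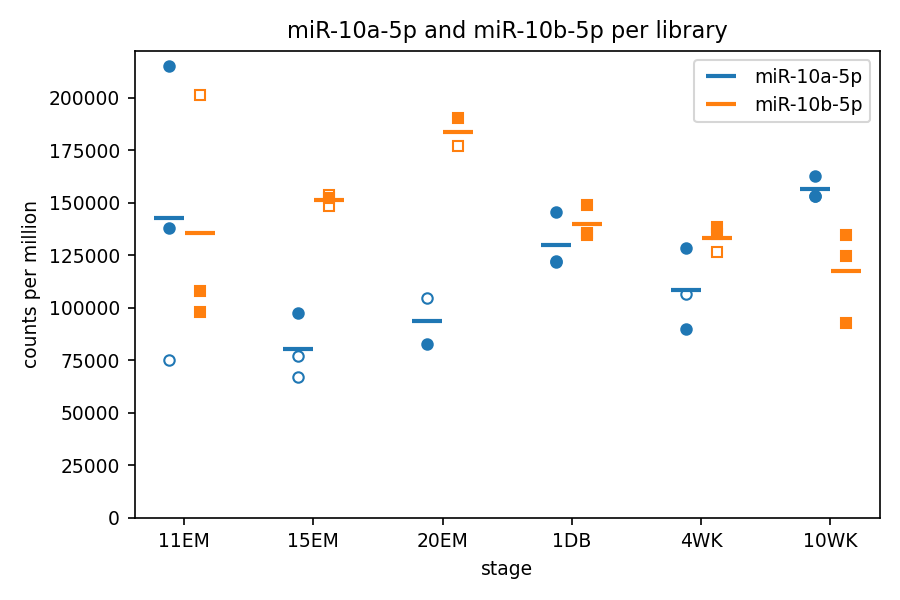
CPM of miR-10a-5p and miR-10b-5p in each library, by stage. Points are libraries, open where the clean-read percent was over 98, and horizontal lines are stage means; at 11EM the libraries of miR-10a-5p spread from 75325 to 214991, and at 15EM and 20EM every library of miR-10b-5p lies above every library of miR-10a-5p.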

MiR-10a reportedly plays an important role in regulation of squamous cell growth in the neck area [28]. 

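Both mature sequences are 22 nt long in the annotation of the counts. The sequence of miR-10a-5p is UACCCUGUAGAUCCGAAUUUGU and that of miR-10b-5p is UACCCUGUAGAACCGAAUUUGU, a difference of U12A with positions counted from 1 at the 5′ end of miR-10a-5p.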

The miRNAs miR-10a and miR-10b are close homologs, differing only by a single central nucleotide [29]. In the mouse embryo, miR-10a is mainly expressed in a region of the posterior trunk [30]. The miRNAs miR-10a and miR-10b are reportedly involved in cell proliferation and regulation of the cell cycle [31]. Two other miRNAs, gga-miR-26a and gga-miR-181a, were highly expressed and ranked as the third and fourth most highly expressed miRNAs, respectively. They represented more than 1000,000 TPM in 18 libraries and have been identified to play a role in tissue regeneration via the BMP/SMAD1 signaling pathway [32, 33]. 

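In the 17 libraries used here, miR-26a-5p also ranked 3rd, with a mean of 93415 ± 22979 CPM (SD), and miR-181a-5p 4th, with 71847 ± 19917. Their CPM added up to 1588050 and 1221400 over these libraries. The mean of miR-26a-5p was 63789.8 ± 2388 at 11EM (SD, n = 3) and reached 131830 ± 10549 at 1DB. It rose from 20EM to 1DB (log2 fold change 0.79, SE 0.13, adjusted p = 0.000287 from edgeR) and fell from 1DB to 4WK (-0.82, SE 0.12, adjusted p = 8.8e-05). From 4WK to 10WK its log2 fold change was 0.48 (SE 0.12, adjusted p = 0.0396, and 0.0652 when scaled by library totals only). The mean of miR-181a-5p was 90069.5 ± 7605 at 1DB and 49125 ± 5135 at 4WK, a log2 fold change of -1.0 (SE 0.12, adjusted p = 2.8e-05), which is just at the threshold for a DE miRNA.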

Frucht et al. reported that miR-181a plays a key role in regeneration of basilar papillae in the cochlea of the chicken [32]. Leeper et al. also demonstrated that miR-26a could inhibit cellular differentiation and apoptosis by altering the TGFβ signaling pathway [34]. It has been widely accepted that BMP and TGFβ signaling pathways play pivotal roles in feather follicle growth and development. MiR-205, the seventh most highly expressed miRNA, targets the lipid phosphatase SHIP2 in epithelial cells, whereas the corneal-specific miR-184 interferes with the ability of miR-205 to suppress SHIP2 levels [35]. 

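Listed as miR-205a, this miRNA ranked 7th in the 17 libraries used here, with a mean of 40896 ± 16829.5 CPM (SD). It rose from 20292 ± 8527 at 11EM to 69285 ± 9026 at 15EM (SD, n = 3 and 3; log2 fold change 1.70, SE 0.28, adjusted p = 0.000186 from edgeR), its highest stage. The mean of miR-184-3p was 56.0 ± 33.4 at 11EM and 2001 ± 1004 at 4WK. From 1DB to 4WK its log2 fold change was 2.32 (SE 0.54, adjusted p = 0.00391).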

MiR-21, the 11th most highly expressed miRNA, negatively regulates BMP4 and has been reported in the epidermis and hair follicle epithelium of normal mouse skin [36]. 

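In the 17 libraries used here, miR-21-5p ranked 10th, with a mean of 22627 ± 15808 CPM (SD), and miR-146c-5p ranked 11th, with 21464 ± 7287. From 1DB to 4WK, miR-21-5p rose from 14556 ± 2133 CPM (SD, n = 3; log2 fold change 1.72, SE 0.16, adjusted p = 3.4e-06 from edgeR). It then fell to 26469.7 ± 917 at 10WK (log2 fold change -0.84, SE 0.16, adjusted p = 0.0100, and 0.0563 without replicate 1 of 10WK).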

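Among the skin miRNAs that the paper names, miR-203a ranked 14th in the 17 libraries used here, with a mean of 18916 ± 12940.5 CPM (SD), miR-31-5p ranked 44th with 1853 ± 1545, miR-214 ranked 49th with 1629 ± 780.4 and miR-24-3p ranked 54th with 1460.2 ± 847. The mean of miR-203a was 8008 ± 490.4 at 1DB and 33203 ± 2185 at 4WK (SD, n = 3). From 20EM to 1DB, miR-31-5p fell from 1322 ± 144 (SD, n = 2), with a log2 fold change of -2.47 (SE 0.28, adjusted p = 3.0e-05 from edgeR). The level of miR-214 was 3018 ± 642 at 11EM; its log2 fold change was -1.07 from 11EM to 15EM (SE 0.16, adjusted p = 8.9e-05) and -1.10 from 1DB to 4WK (SE 0.16, adjusted p = 9.9e-05). The mean of miR-24-3p rose from 267 ± 62.3 at 11EM to 2446 ± 264 at 10WK. Its log2 fold change was 1.63 from 11EM to 15EM (SE 0.16, adjusted p = 3.6e-06), 0.93 from 20EM to 1DB (SE 0.18, adjusted p = 0.00115) and 1.98 between the periods before and after hatch (SE 0.10, adjusted p = 1.9e-10).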

Other miRNAs, which were responsible for feather growth andregulation of gene expression, showed significantly lower levels of expression. Expression of miR-24 alters the normal process of hair keratinocyte differentiation, leading to altered expression of differentiation markers, by direct repression of the hair keratinocyte stemness regulator TCF-3, which sustains postnatal epidermal homeostasis [37]. MiR-31 is responsible for the anagen phase of the follicle cycle and could alter hair shaft formation anddifferentiation in hair matrix keratinocytes [25]. MiR-31 negatively regulates expression of Fgf10, components of the Wnt and BMP signaling pathways, including sclerostin, BAMBI, and Dlx3 transcription factor, as well as selected keratin genes. MiR-203 is a skin- and keratinocyte-specific miRNA that has been implicated in repression of ‘stemness’ in epidermal progenitors by targeting p63 and the suppressor of cytokine signaling-3 (SOCS-3) [38]. Up-regulation of miR-203 is required for differentiation in human keratinocytes and is dependent on the activation of the Pkc/AP-1 pathway [39]. Thus, it is clear that the 19 most highly expressed miRNAs might regulate feather generation via BMP and TGFβ pathways.

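In the skin libraries used here, miR-30a-5p ranked 13th, with a mean of 19835.5 ± 5078 CPM (SD, n = 17 libraries), and miR-126-5p ranked 15th, with 17603 ± 4726; miR-30d, of the same family as miR-30a-5p, ranked 16th with 15349 ± 1468. Between 11EM and 15EM, miR-30a-5p fell from 28984 ± 1956 to 16031 ± 3594 (SD, n = 3 and 3; log2 fold change -0.96, SE 0.14, adjusted p = 7.9e-05 from edgeR). Between the periods before and after hatch its log2 fold change was 0.11 (SE 0.08, adjusted p = 0.232), and -0.09 when scaled by library totals only. For miR-126-5p the log2 fold change was -0.62 from 11EM to 15EM (SE 0.17, adjusted p = 0.0110, and 0.229 without replicate 3 of 11EM), 0.81 from 15EM to 20EM (SE 0.19, adjusted p = 0.00850) and 0.73 between the periods (SE 0.11, adjusted p = 1.6e-05). Between the periods, miR-181a-5p had a log2 fold change of -0.30 (SE 0.07, adjusted p = 0.00163, and 0.0718 without replicate 2 of 4WK).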

Comparing the 19 most highly expressed miRNAs with the total miRNA expression during the period of feather regeneration in ducks [9], only miR-30a, miR-126, and miR-181a were also highly expressed during feather regeneration in ducks [40]. A single specific stage of feather growth cannot clearly illustrate miRNA function, because its expression pattern is both tissue- and developmental stage-specific. However, we propose that these three miRNAs are mainly responsible for feather growth, whereas other miRNAs might also share responsibility for feather and follicle growth.

### Differentially expressed miRNA might suggest the different feather developmental stage

Based on the differentially expressed miRNAs at different developmental stages, and also combined with previous studies on feather growth [12], we speculated that the peak time for primary feather follicle formation might be during the incubation period, while the peak for second feather follicle formation was during the early growth period post hatch and before 4 weeks of age. However, we could not conclude the concise growth period for the secondary feather follicle growth since we did not construct the miRNA database from one day post hatch till 4 weeks of age. 

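In the 17 libraries used here, the comparisons of successive stages up to 1DB gave 179 calls of DE miRNAs on 129 different miRNAs. DE miRNAs made up 28.6% of the 252 tested from 11EM to 15EM, 13.9% from 15EM to 20EM, 28.6% from 20EM to 1DB, 22.2% from 1DB to 4WK and 1.19% from 4WK to 10WK. Compared directly, 11EM and 1DB differed in 122 miRNAs, 41 up-regulated and 81 down-regulated at 1DB. From the DE miRNAs at the different stages, together with earlier work on feather growth, the paper speculates that the formation of primary follicles might peak during incubation and that of secondary follicles early after hatch, before 4WK. It adds that the exact period of the secondary follicles could not be concluded without libraries between 1DB and 4WK.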

Only two genes detected in this experiment played a role in feather formation after 4 weeks of age. However, the feathers of ducklings are normally replaced around 4 weeks of age, suggesting no obvious changes in structure and morphology in the follicles of white Pekin duck after this period.

In birds, skin and feathers serve different functions, as the flight and down feathers are adapted for different roles. Follicle formation is initiated during the early embryonic stage [41]. From the most highly expressed miRNAs, we found miR-10b and miR-205a were also found to be differentially expressed at the eighth embryonic day in chicken, which targeted genes ALDH1A3 and GALGA_5AKI_KRT19, respectively [10]. However, feather growth differs from that of follicular formation [42]. Of the most highly expressed miRNAs during follicle formation, we found miR-181a and miR-30a were also the most highly expressed during feather regeneration in duck [9]. The involvement of mmu-miR-199a and miR-140 in hair follicle and skin development are related to hair follicle cycling in mammals [24, 43]. These two miRNAs were down-regulated from 11EM to 1 DB, suggesting their role in the regulation of feather generation during the early embryonic periods. 

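For the 3p arm, miR-199-3p, the mean was 24239 ± 3755 CPM at 11EM (SD, n = 3) and 10957 ± 2065 at 1DB, a log2 fold change of -0.97 (SE 0.14, adjusted p = 3.7e-05 from edgeR). Its means between these were 13898 ± 1630.1 at 15EM and 13570.1 ± 768 at 20EM. For the 5p arm, miR-199-5p, the mean was 12595.5 ± 2599 at 11EM and 7690.2 ± 1122 at 1DB (log2 fold change -0.53, SE 0.16, adjusted p = 0.00856); without replicate 3 of 11EM the log2 fold change was -0.07 (adjusted p = 0.695). The level of miR-140-3p at 11EM was 4372 CPM in replicate 1 (95% Wilson interval 4337 to 4408), 3630.4 in replicate 2 (3601 to 3660.1) and 18942 in replicate 3 (18868 to 19017). Its log2 fold change from 11EM to 1DB was 0.69 (SE 0.42, adjusted p = 0.170), smaller than the spread between the replicates of 11EM, and 2.13 without replicate 3 of 11EM (adjusted p = 8.9e-08). From 11EM to 15EM it was -1.45 (SE 0.42, adjusted p = 0.0133), and -0.14 without replicate 3 of 11EM (adjusted p = 0.460). From 20EM to 1DB it was 1.77 (SE 0.50, adjusted p = 0.00980). For miR-140-5p, the log2 fold change from 11EM to 1DB was 0.40 (SE 0.51, adjusted p = 0.496), and 2.11 without replicate 3 of 11EM (adjusted p = 6.9e-06). From the course of these miRNAs between 11EM and 1DB, the paper proposes a role for them in feather generation early in embryonic development.

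**Figure D4:**
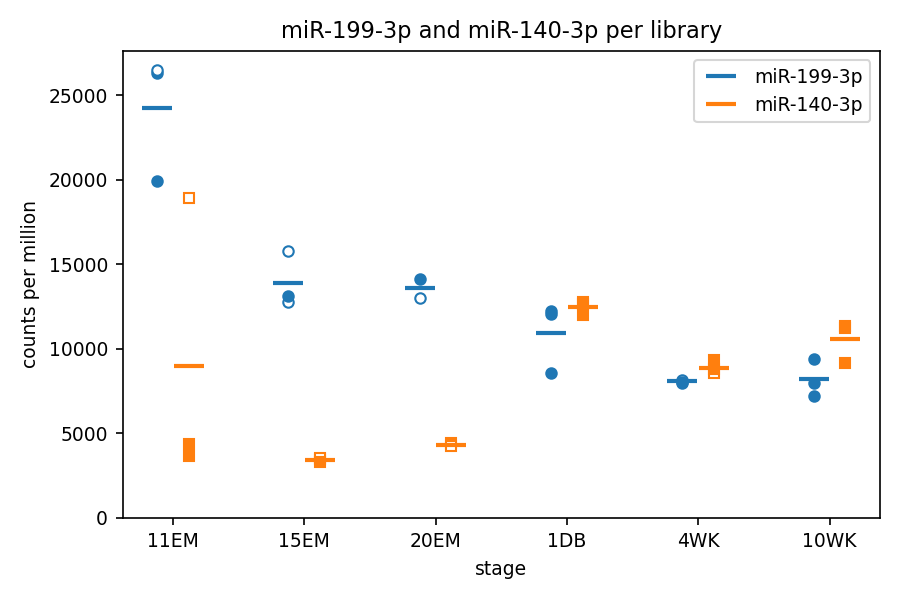
CPM of miR-199-3p and miR-140-3p in each library, by stage. Points are libraries, open where the clean-read percent was over 98, and horizontal lines are stage means; the open point of miR-140-3p at 11EM, 18942, lies far above the other libraries of that stage.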

Only two DE miRNAs were detected from 4WK to 10WK: miR2131–3p and miR-196-1-3p, which reportedly targets the 3′ untranslated region (UTR) of the *rarab* gene, and is responsible for pectoral fin bud initiation in zebrafish [44].

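From 4WK to 10WK, miR-2131-3p fell from 34.5 ± 4.88 to 15.7 ± 0.300 CPM (SD, n = 3 and 3; log2 fold change -1.01, SE 0.31, adjusted p = 0.0897 from edgeR, and 0.0410 when scaled by library totals only). The level of miR-196-1-3p was 0.736 ± 0.167 at 4WK and 1.57 ± 0.264 at 10WK (log2 fold change 1.24, SE 0.80, adjusted p = 0.402). These are 3 or 4 counts per library at 4WK and 4 to 9 at 10WK, near the smallest amount the libraries can show. The 3 miRNAs called DE were miR-9-3p, which fell from 47.1 ± 23.4 to 10.2 ± 2.11 (log2 fold change -2.07, SE 0.33, adjusted p = 0.00342), miR-142-3p, which fell from 311 ± 193 to 107 ± 1.90 (-1.40, SE 0.31, adjusted p = 0.0257, and 0.0538 without replicate 2 of 4WK), and miR-30e-5p, which rose from 283 ± 13.8 to 546 ± 64.0 (1.08, SE 0.18, adjusted p = 0.00342). When scaled by library totals only, without a filter, or without replicate 2 of 4WK, no miRNA was called up-regulated, so miR-30e-5p was not called there. With the replicate number as a block or run type as a covariate, 1 miRNA was called up-regulated. At an unadjusted p under 0.05 and a fold change of at least 2, the number called was 17, the alternative that moved it most.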

### The KEGG signaling pathway analysis

Signal transduction pathways and molecules that control hair and follicle formation in mammals have been well understood over the past few decades. However, the signals and molecules that control avian feather growth and regeneration might be quite different because of the complexity of ectodermal organs with hierarchical branching patterns, that regulate endothermy, communication, and flight [1].

In order to evaluate the differentially expressed miRNAs, the KEGG signaling pathways were further analyzed. The major pathways predicted in the present study have been previously reported. Feather formation signal pathways comprised mainly the regulation of the actin cytoskeleton, phosphatidylinositol signaling system, insulin signaling pathway, focal adhesion, endocytosis, ubiquitin-mediated proteolysis, MAPK, ErbB, mTOR, and glycerolipid metabolism, Wnt, VEGF, Notch, the cell cycle, and TGF-β, among others. Most of these signal pathways have already implicated in other tissue regeneration processes, such as skin and hair follicle development in the mouse, human, and cashmere goats [8, 45–48]. However, it is worth mentioning, that with the exception of the signal pathways that are usually reported, there were other types of signal pathways that regulated lipid synthesis and metabolism, such as the phosphatidylinositol signaling system, glycerolipid metabolism, O-glycan biosynthesis, inositol phosphate metabolism, glycerophospholipid metabolism, and biosynthesis of unsaturated fatty acids. A layer of fat and oil typically coats the surface of feathers in waterfowl [49]. A certain amount of fat and oil is necessary to maintain the water repellent properties of such feathers. Thus, we propose that genes that were involved in lipid synthesis and metabolism signal pathways could be candidate genes that are also responsible for feather quality.

## Conclusions

We first sequenced the miRNAome in duck skin from its embryonic day till market size. The highly expressed miRNAs founded provide a valuable reference for further investigation into the functional miRNAs important for feather development. Feather follicle development could be divided into two distinct stages, one for primary follicle and the other for secondary follicle, which initiated different miRNAs expression. Lipid synthesis and metabolism related signaling pathways might responsible for feather quality.

## Additional files

Additional file 1: Table S1. Annotations of sequenced miRNAs. Table S1–1 Number of small RNA reads. Table S1–2 Summary of reads matching noncoding RNA. Table S1–3 Summary of small RNA matching noncoding RNA databases. (XLS 286 kb)

Additional file 2: Table S2. Predicted chromosomal positions and counts of novel miRNAs.

Additional file 3: Figure S1. Saturation plots of 18 libraries.

Additional file 4: Table S3. Summary of reads distribution of 354 known duck miRNAs. Table S4–1 Expression profiles of 354 miRNA in 18 libraries. Table S4–2 Raw reads distribution. Table S4–3 The distribution of numbers for normalized miRNAs.

Additional file 5: Table S4. Summary of top 20 most abundant miRNAs in 18 libraries.

Additional file 6: Figure S2. Counts characteristics of the unique miRNAs in each library. Starting from the miRNA with the highest counts (x-axis), the black bar represents the accumulative proportion of miRNAs in total counts of each library. The red horizontal line represents the proportion of individual miRNA versus the total 354 miRNAs.

Additional file 7: Table S5. Expression profiles of DE miRNAs during the whole duck feather follicle development.

Additional file 8: Table S6. Information about the five significant clusters.

Additional file 9: Table S7. Target genes of the top expressed 18 miRNAs.

Additional file 10: Table S8. Primer information for miRNA RT-qPCR.

How the deposited data were processed for this re-analysis (not part of the article)

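The data are small RNA sequencing of skin of white Pekin ducks at 6 stages, with 3 libraries sequenced per stage. The authors trimmed the reads, removed those matching other noncoding RNA, matched the rest to the chicken miRNAs of miRBase 21 and deposited raw counts per mature arm of each chicken hairpin, without normalization. Of the 18 libraries, 17 were used here; replicate 2 of 20EM is not used here, which leaves 2 libraries at that stage. Stage and replicate number were taken from the labels of the samples; the replicate numbers are the only sign of a pairing between stages, and whether they stand for a shared batch is not stated in the labels.

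Counts were added up over the hairpins of a mature miRNA, and a miRNA without a line in a library was given a count of 0. Divided by the number of reads matched to miRBase in Table S2, the counts gave the TPM of Table S4 for 353 of 353 miRNAs in each of the 17 libraries, so the counts are those behind the paper's expression values. The methods of the paper give clean reads as the denominator. The CPM in the text use the total of the counts on miRNAs instead, which was between 96.0% and 97.8% of the reads matched to miRBase. The depth was between 3072942 and 15839714 counts per library, and 3 counts correspond to between 0.189 and 0.976 CPM. Intervals for single libraries are Wilson intervals at 95%.

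Stages were compared with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood fit and test, TMM normalization, Benjamini-Hochberg adjustment within each comparison), with 6 stage groups in a single fit and no other covariate, on the 252 miRNAs with at least 1 CPM in at least 2 libraries. A DE miRNA had an adjusted p under 0.05 and a fold change of at least 2. F tests over several stages used the adjusted p alone. Levels of groups of miRNAs over the stages, and the separation of libraries before and after hatch, are from TMM-normalized CPM. Standard errors of log2 fold changes were derived from the fold change and the F value of the test. The share of clean reads was compared with an exact permutation test in scipy 1.17.1 under python 3.11.15, with numpy 2.4.6 and pandas 2.3.3; the figures were drawn with matplotlib 3.10.9.

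The alternatives were DESeq2 1.42.0 with its size factors, limma 3.58.1 on log2 CPM with 0 set to 0.01, scaling by library totals only, no filter, a filter of at least 10 CPM in at least 3 libraries, the replicate number as a block, run type as a covariate, a fit of the compared stages alone, other thresholds, leaving out each replicate in turn, and for the abundance values other denominators, medians, and at least 10 counts for detection. Run type is a clean-read percent in Table S2 under 96 (12 libraries) or over 98 (5 libraries). The comparisons, main settings and these alternatives were set before the data were examined. Added afterwards were an adjusted p under 0.01, the reads matched to miRBase as a denominator, the averaging of class numbers counted in each library and, for the numbers at an unadjusted p under 0.01, an absolute log2 fold change over 2 and a fit of the compared stages alone.

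The miRNAs named are those that the paper's text, figures or Table S1 name and the libraries list, and for each comparison of successive stages the 3 DE miRNAs with the largest absolute log2 fold change among those with a mean of at least 10 CPM and no overlap between the replicates of the stages. For miRNAs named by the paper, which of the comparisons to print was chosen after the results had been seen. Lists of marker miRNAs were used only with the members that had a mean of at least 1 CPM; this requirement was added when the tests were run.

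The comparison was tested on simulated data with the depths and group sizes of the libraries. Without any simulated change, edgeR called 0 of 246 miRNAs (8 at an unadjusted p under 0.05 and a fold change of at least 2). With a 4-fold change set in 200 miRNAs at 10WK, 195 of them passed the filter and edgeR called 180 (92.3%), all in the right direction, together with 2 unchanged miRNAs; DESeq2 called 182 and limma 177.

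Not analysed were the histology, the length distribution of the reads, the candidate miRNAs outside miRBase, the predicted targets and pathways and the qRT-PCR, since the counts do not hold them. No genome positions of the miRNAs are given.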

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

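Of the tests below, those on the TPM of Table S4, on clean reads as the denominator, on the libraries before hatch alone and on miR-199-3p were chosen only after the result was seen; the tests of single libraries and of run type over all libraries for miR-181b-5p and miR-454-3p were chosen before.

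The means of 3 miRNAs over the 17 libraries were above 10000 CPM although Table S5 does not list them among the most abundant miRNAs and the paper does not discuss their level. They are miR-199-3p with 13130.2 ± 6029 CPM (SD), miR-181b-5p with 12997.5 ± 9713 and miR-454-3p with 11634 ± 10809. For each, the smallest amount a library can show is below 1 CPM. The paper does discuss miR-199a in hair follicles and its fall from 11EM to 1DB, but not its abundance. Since each stage has 3 libraries or fewer, single libraries were not tested for lying apart from their group.

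The scaling of the counts may have placed these miRNAs above the threshold. The means of the paper's own TPM over its 18 libraries are 12469 for miR-199-3p, 12476 for miR-181b-5p and 11327 for miR-454-3p, but their denominator, the reads matched to miRBase, differs little from the one used here, so that this test could hardly have gone otherwise. With clean reads as the denominator, the means were 5578, 6330 and 5989 reads in 1000000, below the threshold. Clean reads as the denominator lower every miRNA, however, and more so in libraries with a smaller share of clean reads on miRNAs (11.5% to 64.5%). The number above 10000 falls from 20 to 9, so the position relative to 10000 depends on the denominator for other miRNAs as well. The values in Table S5 are scaled by the reads matched to miRBase, so clean reads do not explain why it leaves out these 3.

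A few libraries with high values could also have set the means. More than 10000 CPM were found in 10 of 17 libraries for miR-199-3p, and in 8 of 17 for miR-181b-5p and 8 of 17 for miR-454-3p. For the latter miRNAs a few libraries therefore remain as an explanation of the mean, and these are the 8 libraries before hatch for both miRNAs: the mean of miR-181b-5p was 28619 ± 2283 at 11EM and 3284 ± 285 at 10WK, and that of miR-454-3p 25539 ± 5329 and 1746 ± 323.

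A difference between run types might raise the means as well. The lower of the means of the run types was 12249 CPM for miR-199-3p and 11164 for miR-181b-5p, both above 10000, and 9744 for miR-454-3p. Of the 12 libraries with a clean-read percent under 96, 8 are after hatch, against 1 of the 5 over 98, so that the means of the run types also differ in stage. Before hatch, the lower of the means of miR-454-3p was 19421, and 4 of the 8 libraries above 10000 are of each run type. With the stages held equal, its log2 difference between run types was 0.00 (SE 0.19, adjusted p = 0.988 from edgeR), so run type is not needed for its level.

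For miR-199-3p, a few libraries and run type (12249) went against the data; why Table S5 does not list it remains open. Reads shared between members of the miR-199 family were not separated, so that the level may belong to the family rather than to a single gene. For miR-181b-5p and miR-454-3p the high mean may come from the embryonic stages.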

How the results depend on the processing

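No test in this part was chosen only after a result was seen, except the alternatives named below as added later.

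Of the 17 main results, those over all 6 stages (214 miRNAs) and over 11EM to 1DB (201) and 1DB to 10WK (99), the number from 100 to 1000 CPM (55) and the number of miRNAs detected (353) stayed within 1.5 times their value under each alternative run. Their ranges were 181 to 220, 153 to 207, 80 to 121, 53.3 to 57 and 265 to 353. The 53.3 is the average of the numbers counted in each library, an alternative added after seeing the data. The cause was not tested for any of the changes listed next.

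With an absolute log2 fold change over 2 in place of 1, the numbers of DE miRNAs were 29 from 11EM to 15EM, 6 from 15EM to 20EM, 29 from 20EM to 1DB, 21 from 1DB to 4WK and 1 from 4WK to 10WK, and 70 miRNAs differed between the periods before and after hatch. The number from 4WK to 10WK, 3, was also 12 with DESeq2, 5 with library totals only, 5 with the filter of at least 10 CPM in at least 3 libraries, 8 with limma, 17 at an unadjusted p under 0.05 and 11 at an unadjusted p under 0.01. With an adjusted p under 0.01, added after seeing the data, 20 miRNAs were called from 15EM to 20EM.

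Across the fits that each left out one replicate, the number of DE miRNAs was from 59 to 72 from 11EM to 15EM, from 26 to 42 from 15EM to 20EM, from 62 to 72 from 20EM to 1DB, from 46 to 64 from 1DB to 4WK and from 1 to 16 from 4WK to 10WK, and from 119 to 126 miRNAs differed between the periods. Only replicates whose absence leaves at least 2 libraries per stage were left out, so no fit left out a library of 20EM.

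With clean reads as the denominator, 9 miRNAs were above 10000 reads in 1000000 and 38 above 1000, the 19 most abundant held 29.7%, miR-10a-5p held 4.10% and miR-10b-5p 5.32%. With medians over the libraries the 19 most abundant held 77.6%, and with the reads matched to miRBase as the denominator, added after seeing the data, 79.4%. With at least 10 counts in a library required, 146 miRNAs were below 100 CPM.

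The log2 fold changes of named miRNAs were run with DESeq2, library totals only, the replicate block, run type as a covariate and each replicate left out. The remaining alternatives were not run for them. Among 51 such changes, 34 kept their direction and their side of the threshold under each alternative run, and 511 of 567 alternative values did. Of the others, 34 values were weaker, 14 stronger and 8 reversed. The reversed values belong to 2 changes between the periods that were not significant: that of miR-10b-5p (-0.06) was 0.050 with DESeq2, 0.019 with run type as a covariate and from -0.091 to 0.181 across the fits that each left out one replicate, and that of miR-30a-5p (0.11) was -0.089 with library totals only.

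For miRNAs near 1 CPM, such as miR-196-1-3p and miR-206 after hatch, a library holds a few counts. The 20EM stage has 2 libraries, so its comparisons rest largely on the spread estimated over all stages.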

Differences from the paper's values

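No test in this part was chosen only after a result was seen, except the setting of an adjusted p under 0.01 and, at an unadjusted p under 0.01, the use of an absolute log2 fold change over 2 and of a fit of the 2 stages alone.

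The highest total count of a miRNA was 20611132 here, over 17 libraries, against the paper's 100000000 over 18; no alternative set before the data were examined applies to this total.

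From 1DB to 4WK, 36 miRNAs were up-regulated against the paper's 23. Of the 17 alternatives set before the data were examined, 7 came within 1.5 times the paper's value: the filter of at least 10 CPM in at least 3 libraries (34), the replicate block (34), a fit of the 2 stages alone (33), and leaving out replicate 2 of 1DB (33), replicate 3 of 1DB (29), replicate 2 of 4WK (30) or replicate 3 of 4WK (33). The others did not, with values from 14 to 41.

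From 11EM to 15EM, 40 miRNAs were down-regulated against the paper's 21. The filter of at least 10 CPM in at least 3 libraries gave 21, the paper's value. Library totals only (31), limma (27), an unadjusted p under 0.01 (31), an absolute log2 fold change over 2 (18), a fit of the 2 stages alone (20), and leaving out replicate 1, 2 or 3 of 11EM (31, 27 and 29) or replicate 2 of 15EM (28) also came within 1.5 times it. The other 7 of the 17 alternatives did not, with values up to 45.

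From 4WK to 10WK, 2 miRNAs were down-regulated against the paper's 1. The replicate block, an absolute log2 fold change over 2, a fit of the 2 stages alone, and leaving out replicate 2 of 4WK or replicate 1, 2 or 3 of 10WK each gave 1, the paper's value; the other 10 of the 17 alternatives gave from 2 to 14.

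At an unadjusted p under 0.01, the number of DE miRNAs was 61 from 11EM to 15EM against the paper's 24, 64 from 20EM to 1DB against the paper's 31, 54 from 1DB to 4WK against the paper's 18 and 11 from 4WK to 10WK against the paper's 0 (17 at an unadjusted p under 0.05). With an absolute log2 fold change over 2 required, as in the footnote of Table 1, the numbers were 25 from 11EM to 15EM, 26 from 20EM to 1DB and 20 from 1DB to 4WK, within 1.5 times the paper's values. The other alternatives run at this p did not close these gaps; their values ranged from 53 to 72, from 56 to 75 and from 45 to 58. From 4WK to 10WK none of the 15 alternatives gave the paper's value, with numbers from 4 to 19. From 15EM to 20EM the number was 35 against the paper's 18, and 2 of 12 alternatives came within 1.5 times it, the filter of at least 10 CPM in at least 3 libraries (26) and leaving out replicate 3 of 15EM (26); with an absolute log2 fold change over 2 the number was 6. Added up, the calls were 225 over the 5 comparisons against the paper's 91, and 160 up to 1DB against the paper's 73. With an absolute log2 fold change over 2 these sums were 81 and 57, within 1.5 times the paper's values; the other 8 of the 9 alternatives closed neither gap. At an adjusted p under 0.01, a setting chosen after seeing the values, the numbers were 56, 20, 56, 43 and 2, of which the 20 from 15EM to 20EM is within 1.5 times the paper's value.

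Over 1DB, 4WK and 10WK, 99 miRNAs differed between stages against the paper's 165. With DESeq2 the number was 121, within 1.5 times the paper's value; the other 15 of the 16 alternatives gave from 80 to 104. For the first period, the paper's text gives 291 for 11EM to 20EM, while its Fig. 5 legend gives the stages as 11EM to 1DB. Here 201 miRNAs differed over 11EM to 1DB, within 1.5 times 291. Leaving out a replicate gave from 180 to 198, some of them outside that range. Over 11EM to 20EM, 153 differed, which is outside it.

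The paper describes miR-140 as down-regulated from 11EM to 1DB; here the log2 fold change of miR-140-3p was 0.69 and that of miR-140-5p 0.40, neither significant. It names miR-2131-3p and miR-196-1-3p as the DE miRNAs from 4WK to 10WK; here their adjusted p were 0.0897 and 0.402, and miR-9-3p, miR-142-3p and miR-30e-5p were called. With library totals only (0.0410), DESeq2 (0.0163) or replicate 3 of 4WK left out (0.0428), the adjusted p of miR-2131-3p was under 0.05. It places miR-10a before miR-10b, while here the means were 120114 and 141198 CPM. In Table S5 the values under each of these names match the counts of the other, so the order differs in the names and not in the values. The paper ranks miR-21 11th, while here it was 10th, and 11th in the paper's TPM of 18 libraries. Table S5 lists miR-451 and let-7a among the 19 most abundant miRNAs; here they ranked 22nd with 8679 and 21st with 8971 CPM, while miR-199-3p, miR-181b-5p and miR-454-3p ranked 17th, 18th and 19th. The paper describes cluster #26 as reaching its peak at 1DB; here the highest stage was 1DB for 4 of its 13 miRNAs. It describes cluster #0 as stable from 1DB on; here the median change from 11EM went from -1.57 at 1DB to -2.56 at 10WK.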

Other observations

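Of the tests below, those on depth with few changed miRNAs, the share of clean reads, the replicates at 11EM, miR-140-3p, run type for the ratio of miR-10a-5p to miR-10b-5p, muscle, blood, let-7, the names in Table S5 and miR-199b were chosen only after the result was seen; the others were chosen before.

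Other splits of the libraries were tried for the numbers of DE miRNAs. From 11EM to 15EM, from 1DB to 4WK and from 4WK to 10WK, 1 of the 4 splits of the 6 libraries that part the same-numbered libraries gave as many DE miRNAs as the stages did, the real split itself; the other splits gave 0 DE miRNAs, and so did the 6 splits that part the numbers otherwise. At an unadjusted p under 0.05 and a fold change of at least 2, the stages gave 78, 68 and 17 miRNAs in these comparisons. The other splits gave between 3 and 23, between 2 and 17 and between 3 and 18. With so few splits the share cannot fall under 0.05, so the share alone cannot tell these numbers apart from a random split of the libraries. From 11EM to 15EM and from 1DB to 4WK, the numbers of the stages lay far above those of every other split. These values argue against a random split for these comparisons. From 4WK to 10WK, another split gave 18 at the unadjusted p, above the 17 of the stages, so a random split remains open there. One of the other splits of 11EM and 15EM follows run type and gave 0 (10 at an unadjusted p under 0.05). For the 99 miRNAs that differed over 1DB, 4WK and 10WK, 36 assignments of stages within each replicate number were tried. Of these, 1 gave as many, the real assignment itself, and the next highest number was 85. For the 127 miRNAs that differed between the periods before and after hatch, 100 assignments were tried, the real one among them. Only the real assignment gave as many, and the next highest number was 122.

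Run type may have added to the differences between periods and from 20EM to 1DB, since all libraries of 1DB and 10WK have a clean-read percent under 96. With run type as a covariate, 120 miRNAs differed between the periods (127 without it) and 73 from 20EM to 1DB (72 without it), so run type alone does not account for these numbers. Between run types, 1 of 252 miRNAs differed at an adjusted p under 0.05, and 21 at an unadjusted p under 0.05 with no fold change required.

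Low depth could explain why 3 DE miRNAs were called from 4WK to 10WK, where the libraries have the fewest counts. In simulated data with these depths and group sizes, 92.3% of 4-fold changes were recovered, but 195 of the 246 miRNAs were changed there, which makes the adjustment of p milder than in a comparison with few calls. With 10 changed miRNAs in each of 20 draws, 158 of 197 (80.2%) were recovered, which goes against depth as the explanation for most changes of that size; smaller changes were not simulated.

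The share of clean reads counted on miRNAs was lower after hatch. Within the libraries with a clean-read percent under 96, the lowest share before hatch lay 16.8 percentage points above the highest share after hatch, so run type does not account for it. The share is consistent with a smaller fraction of miRNA in the small RNA after hatch, but RNA quality and library preparation were not tested, and replicate 3 of 20EM, at 24.8%, lies within the range found after hatch.

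Replicates at 11EM differed more than those at 1DB. Run type might have caused this, but the 2 libraries of 11EM with the same run type had a median absolute log2 difference of 0.281, above each of the 3 pairs at 1DB (0.149, 0.175 and 0.203). A difference in the exact age or the tissue of the embryos was not tested over all miRNAs.

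In replicate 3 of 11EM, miR-140-3p was higher than in the other replicates. One candidate explanation is cartilage in the sample: miR-140-5p, miR-455-3p and miR-455-5p, listed with it as cartilage miRNAs, deviated upwards by a median of 1.31 on the log2 scale in this library, which lies at percentile 100 of 10000 random lists. The level of miR-140-5p had been seen before the list was written. For this reason the arms of miR-455 alone were added, which deviated by a median of 1.22, also at percentile 100 of the lists. Both arms come from the same hairpin and may move together, so this percentile overstates them. Taken singly, miR-455-3p lay at percentile 97.4 and miR-455-5p at 95.7. Run type as the explanation would require a difference at other stages, where the largest was 0.034 (15EM). Cartilage and a true difference in the skin of this embryo cannot be told apart with these data.

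In the same library, miR-10a-5p was lower and miR-10b-5p higher, with deviations of -1.30 and 0.86. A different body position of the skin sampled could shift miRNAs of the Hox clusters. Of the miR-196 family, encoded in the same clusters, miR-196-5p alone had at least 1 CPM, and its absolute deviation was at percentile 27.7 of random lists, so that with a single member the test leaves this open. For run type, the ratio of miR-10a-5p to miR-10b-5p differed between run types by -0.43 at 15EM, 0.44 at 20EM and 0.10 at 4WK, without a common direction, so run type is not a sufficient explanation.

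Of 7 muscle miRNAs, 5 had their highest mean at 11EM. The amount of muscle in the samples may vary. Within stages, the deviations of the 7 had a mean pairwise correlation of 0.706, at percentile 100 of 10000 random lists, and of 0.731 without 11EM. The list holds members of the same families, namely miR-133a-3p, miR-133b and miR-133c-3p, and miR-1a-3p and miR-1b-3p. Reads shared within a family were not separated, so the percentile cannot tell muscle from shared reads. The members did not share a course over the stages, since miR-206 went from 833 to 0.466 CPM from 11EM to 10WK while miR-133a-3p went from 7633 to 1362 at 15EM and to 13071 at 10WK. Changes of miR-206 and of the arms of miR-499 between stages could still include a difference in muscle.

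Blood in the samples might add to the level of miR-451, which Table S5 lists among the most abundant miRNAs. Within stages, miR-451 and miR-144-3p had a correlation of deviations of 0.686, at percentile 96.45 of random lists, and of 0.601 without 11EM. Over the stages they went apart: miR-451 had 1863 CPM at 11EM and 17483 at 10WK, and miR-144-3p 548 and 329.6. The percentile is within the central 95%, so that a random pair could show such a correlation; varying amounts of blood and a shared control of both miRNAs remain as explanations too. With a mean under 1 CPM, miR-144-5p was left out.

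The let-7 family was higher after hatch, with a median log2 fold change of 0.63 over 8 members, all 8 up. The family median lies at percentile 94.34 of random lists of like expression, within the central 95%. The lists thus do not set the family apart from other miRNAs of like expression, and they do not test its single members. Among these, the log2 fold change was 2.85 for let-7k-5p (adjusted p = 6.2e-11 from edgeR) and 0.19 for let-7c-5p (adjusted p = 0.0940). The median of all 252 miRNAs was -0.16, and it moved to -0.37 with library totals only and -0.04 with DESeq2; the family median was 0.43 with library totals only, the lowest, and 0.74 with DESeq2, so it kept its sign under both scalings. With run type as a covariate, the family median was 0.745. A scaling by clean reads was not run.

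The log2 fold changes between the periods of both arms of a hairpin were compared across 48 hairpins. Their correlation across hairpins was 0.617, at percentile 100 of random pairings of the arms; hairpins are not independent replicates. Among hairpins with both arms past the threshold, 12 had arms that changed in the same direction and 1 in opposite directions. At an adjusted p under 0.05 on both arms, with no fold change required, these numbers were 26 and 7; the largest gap was that of miR-100, with log2 fold changes of 0.74 and -2.58. The arms thus often but not always changed together.

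In Table S5, the values of miR-10a and miR-10b may stand under each other's names: the values under each name equal the counts of the other miRNA divided by the reads matched to miRBase, with a mean absolute log2 difference of at most 2.0e-06 over the 17 libraries. The same holds for let-7a and let-7f (2.4e-06) and for miR-30a and miR-30d (2.9e-06). The paper's TPM in Table S4 equal the counts under their own names. The difference of let-7a-5p from let-7f-5p is G12A, with positions counted from 1 at the 5′ end of let-7a-5p.

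The single miRNA that differed between run types was miR-199b, lower in the libraries with a clean-read percent over 98 (log2 difference -3.15, SE 0.30, adjusted p = 1.7e-05). A candidate explanation is that reads of miR-199-3p with a mismatch were counted on miR-199b. Within the 12 libraries under 96, the log2 ratio of miR-199b to miR-199-3p had an SD of 0.307, against a median of 1.17 for 61 miRNAs with a like number of counts, at percentile 0 of the SDs of the ratios to miR-199-3p, as mismatched reads of miR-199-3p counted on miR-199b would give. For each 1000000 counts of miR-199-3p, miR-199b had between 544 and 1306 counts in these libraries and between 74.4 and 249.3 in the 5 libraries over 98, ranges that do not overlap. In Table S2 of the paper, the percent of miRBase-matched reads without a mismatch is between 67.2 and 70.9 in the 12 libraries and between 86.1 and 91.8 in the 5. The sequences of the reads were not examined.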
